# Bifidobacteria shape host neural circuits during postnatal development by promoting synapse formation and microglial function

**DOI:** 10.1038/s41598-020-64173-3

**Published:** 2020-05-08

**Authors:** Berkley Luck, Melinda A. Engevik, Bhanu Priya Ganesh, Elizabeth P. Lackey, Tao Lin, Miriam Balderas, Angela Major, Jessica Runge, Ruth Ann Luna, Roy V. Sillitoe, James Versalovic

**Keywords:** Microbiota, Neurology

## Abstract

We hypothesized that early-life gut microbiota support the functional organization of neural circuitry in the brain via regulation of synaptic gene expression and modulation of microglial functionality. Germ-free mice were colonized as neonates with either a simplified human infant microbiota consortium consisting of four *Bifidobacterium* species, or with a complex, conventional murine microbiota. We examined the cerebellum, cortex, and hippocampus of both groups of colonized mice in addition to germ-free control mice. At postnatal day 4 (P4), conventionalized mice and *Bifidobacterium*-colonized mice exhibited decreased expression of synapse-promoting genes and increased markers indicative of reactive microglia in the cerebellum, cortex and hippocampus relative to germ-free mice. By P20, both conventional and *Bifidobacterium*-treated mice exhibited normal synaptic density and neuronal activity as measured by density of VGLUT2^+^ puncta and Purkinje cell firing rate respectively, in contrast to the increased synaptic density and decreased firing rate observed in germ-free mice. The conclusions from this study further reveal how bifidobacteria participate in establishing functional neural circuits. Collectively, these data indicate that neonatal microbial colonization of the gut elicits concomitant effects on the host CNS, which promote the homeostatic developmental balance of neural connections during the postnatal time period.

## Introduction

Recent studies have established that members of the intestinal microbiota communicate with the host central nervous system (CNS) and can alter CNS gene expression, neurotransmitter function, and behavior in adult rodents^1,2^. However, we do not yet fully understand the mechanisms by which gut microbes communicate with the brain. This is due in part to the fact that the majority of current work has utilized only complex microbial communities. The presence of complex microbiota obscures which species may be key in driving CNS alterations and makes it difficult to decipher which pathways are selectively activated. As a result, it is difficult to understand the changes in the molecular pathways/cues mediating the observed gut to brain effects. Another caveat of existing work is the use of adult animals, which inherently no longer possess a microbiome resembling that of a postnatal animal (standardly defined as the 6 weeks following birth in humans, and the 21 days following birth in mice). In addition, the matured brain of adult animal models does not accurately replicate the plastic and rapidly changing brain of a postnatal animal. Using adult animals to model the microbiota-gut-brain axis therefore limits the ability to evaluate the impact of the early-life microbiome on CNS development. More precise models need to be developed due to these shortcomings.

Colonization of the intestinal microbiota coincides with the organization of fundamental neural circuitry in the brain during the postnatal period^3,4^. Therefore, the interactions between microbes and host during a limited window of this postnatal timeframe is likely crucial for proper neuronal development. Furthermore, since the infant brain is highly susceptible to external influences during the process of neural circuit wiring and refinement^5^, microbe-driven CNS alterations are predicted to have significant and distinct consequences during early postnatal development. The genus *Bifidobacterium* (phylum Actinobacteria) dominates the human infant intestinal microbiome (~80%)^6–13^. This dominance in early life stands in contrast to the limited bifidobacterial populations present in the adult human gut microbiota (~2-14%)^14–19^. Additionally, the species of bifidobacteria in the gut change with age: *B. longum*, *B. breve*, and *B. bifidum* are frequently present in greater abundances in infants, while *B. catenulatum* and *B. adolescentis* are more prevalent in adults^15,20,21^. Thus, when modeling the microbiome-gut-brain interactions in neonates, the introduction of an adult gut microbiota to germ-free mice may not appropriately recapitulate effects of a bifidobacteria-dominated neonatal microbiome on neurodevelopment^22,23^. We have previously demonstrated that adult mice with a complete native gut microbiota, or “conventionalized” mice, harbor only 12.6 ± 1.8 % *Bifidobacterium*^24^. As a result, we propose that this microbial community is not well suited to reflect the *Bifidobacterium*-dominated microbiome that occurs during human postnatal development.

Studies in adult mouse models have shown that “infant-type” *Bifidobacterium* species exert neuromodulatory effects on the host including altered neuronal firing properties, expression of neurotransmitters and neurotransmitter receptors, and neuronal gene expression profiles, making these species ideal for examination of microbiota-gut-brain communication early in life^25–31^. To address the impact of early-life microbes on CNS development, we colonized neonatal germ-free mice with a consortium of human-derived *Bifidobacterium* strains known to be predominant in the intestines of healthy human infants, but relatively diminished in adults^7,11,15^. We hypothesized that colonization with these specific early-life microbes would have a profound effect on neurodevelopment. These “infant-type” strains were *B. longum* subsp. *infantis, B. breve*, *B. bifidum*, and *B. dentium*. To the best of our knowledge, no previous studies have examined postnatal *Bifidobacterium*-specific effects on neural development.

This study leveraged the cerebellum of postnatally colonized (gnotobiotic) mice as a novel model to examine neural circuit modifications in response to microbial colonization. The cerebellum is a useful brain region to study microbiota-mediated alterations to synaptic functionality and circuit development for several reasons. First, cerebellar development extends well after birth in mice^32^, overlapping in time with the rapid onset of gut microbial colonization. In mice, postnatal day 4 (P4) represents an early stage of postnatal neuronal migration and circuit formation, P10 corresponds to the mid-stage of synaptic reorganization and pruning, and P20 represents the final period of granule cell migration in the cerebellum. Thus, this 20-day postnatal period is attractive for tracking how circuit development and neuronal function may be altered by the postnatal microbiota. In addition, previous studies in adult mice suggest that gene expression and neuronal activity in the cerebellum are modulated by the intestinal microbiota^1,32,33^. Thus, assessing alterations in gene expression may provide further insight on how the microbiota can modulate synapse density, neuronal morphology, and/or connectivity. Finally, the well-described circuit architecture and *in vivo* neuronal firing properties make the cerebellum ideal for testing the functional impact of gut microbiota on neural development. In addition to the cerebellum, we also included the cortex and hippocampus in our studies to achieve a more global view of the impact of postnatal microbial colonization on neurodevelopment.

In the studies described, we examined bacterial-driven alterations in synaptic gene expression and microglial function during postnatal neurodevelopment. We utilized three groups: (1) germ-free mice treated with sterile medium (germ-free; GF), (2) germ-free mice colonized by a defined *Bifidobacterium* consortium (*B. longum* subsp. *infantis, B. breve*, *B. bifidum*, and *B. dentium;* BIF) or (3) germ-free mice colonized by a complex fecal microbial community from specific-pathogen free mice (CONV). All groups were treated/colonized from birth and separately maintained in sterile isolators for the duration of the experiment. The defined microbial consortium of “infant-type” *Bifidobacterium* was designed to model the healthy, human infant microbiota during the postnatal period of human development and we have previously shown that these species are sufficient to prevent the development of abnormal behaviors observed in germ-free adults^24^. Compared to the GF mice, those colonized with both a conventional murine microbiota (CONV mice) and *bifidobacteria* (BIF mice) exhibited diminished expression of synapse-promoting genes, suggesting that these specific genes are overexpressed when microbial signaling is absent. The GF mice also displayed stunted microglial reactivity at P4 relative to BIF and CONV mice. The observed synaptic deficits (both morphological and functional) in GF mice were not observed in BIF or CONV groups, suggesting that neonatal microbial colonization prevents or mitigates these effects. Based on these data, we propose a model by which postnatal microbial colonization promotes network refinement and functional organization of neural circuitry by down-regulating early expression of synapse-promoting genes and promoting the phagocytic activity of microglia. A deeper understanding of host-microbe interactions in postnatal life and the corresponding influences of gut microbes on early neurodevelopment may yield insights about the developmental origins of mammalian brain function and behavior in adulthood.

## Results

### Neonatal treatment results in stable colonization of the mouse intestinal tract by postnatal day 4

Our model system of the infant microbiota consisted of neonatal gnotobiotic mouse pups colonized with four species of *Bifidobacterium* known to colonize the intestines of human infants in high abundance. As shown in the experimental timeline in Fig. 1a, the controlled colonization of pups and dams in each gnotobiotic isolator occurred during the neonatal developmental window starting at P1. The pups tolerated the modified gavage well, and no apparent injury or mortality was associated with the procedure. The germ-free control pups (GF) were treated with sterile saline, and the absence of microbial colonization was confirmed via routine agar plating of fecal matter throughout the experiment. Germ-free status was also confirmed in each cage of mice at sacrifice via agar plating of intestinal contents and fluorescence *in situ* hybridization (FISH) of intestinal tissue samples with universal bacterial probes.

**Figure 1:**
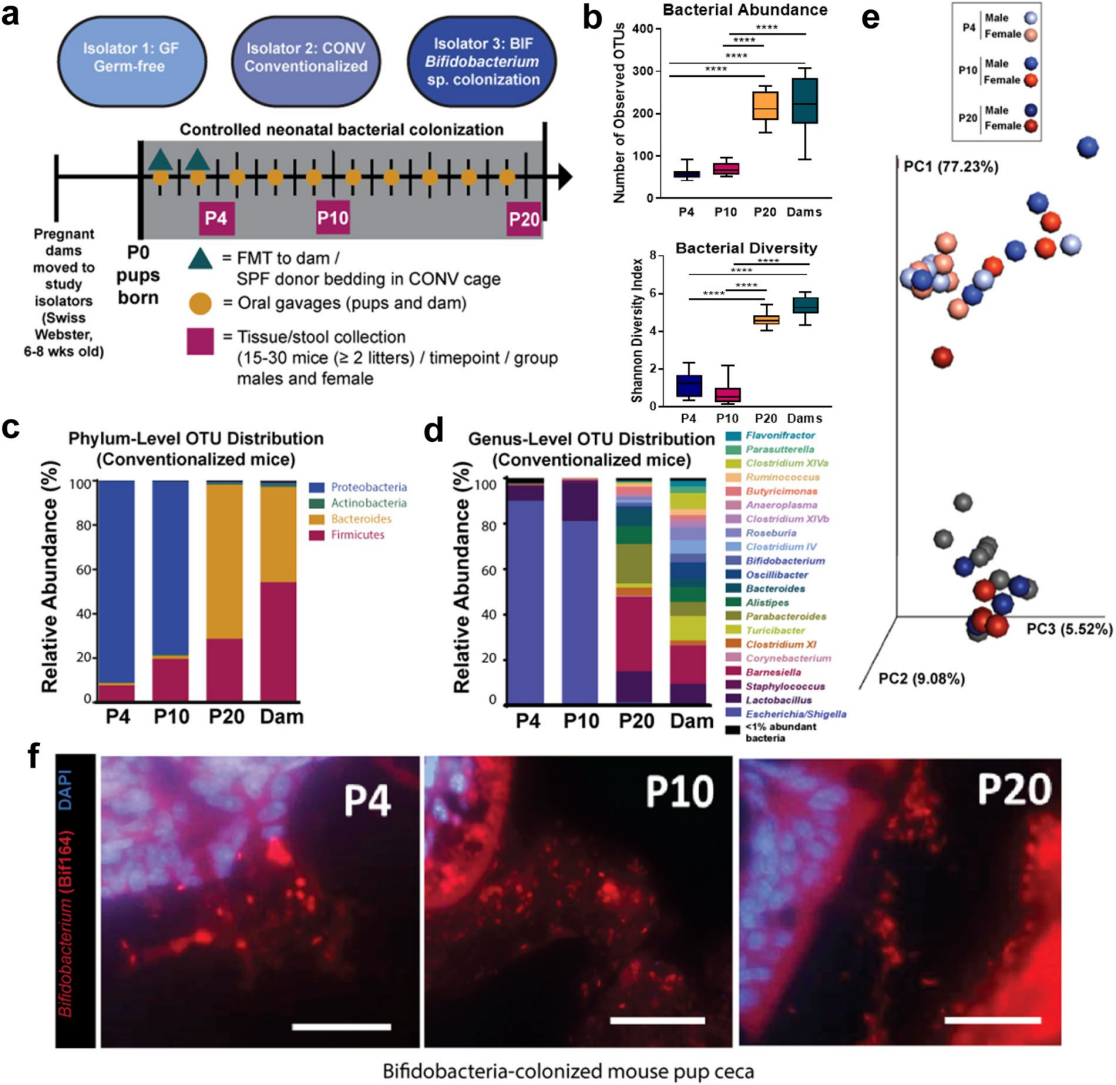
Neonatal conventionalized model replicates seeding conditions of intestinal microbiota by dam and environment (**a**) Timeline of controlled colonization of pups and dams in each gnotobiotic isolator occurred during the neonatal (P1-P21) developmental window. Pups received oral gavages of either the *Bifidobacterium* treatment (BIF) or sterile PBS (CONV and GF groups). The fecal slurries from SPF mice was delivered to the CONV dams on P1. See the Methods section for additional experimental detail. (GF = germ-free, CONV= Conventionalized, BIF=*Bifidobacterium*-colonized, P = postnatal day) (b-e) Data shown was generated from both male and females, n = 15-30 mice (>2 litters)/group/timepoint) (**b**) Alpha diversity of microbiota in each treatment group as measured by the Shannon Diversity Index (right panel) and Operational Taxonomic Unit (OTU) richness as measured by number of observed OTUs (left panel) (c-d) Longitudinal relative abundance of operational taxonomic units (OTUs). (**c**) Phylum–level comparison and (**d**) genus-level comparisons of OTU relative abundance in the CONV group of mice at each developmental timepoint. (**e**) Principal Coordinates Analysis demonstrating similarity between male and female fecal microbiome profiles in the conventionalized cohort. The percentage variation explained by each of the three primary principal factors is indicated on each axis. Coordinates representing individual samples are colored according to group, with distances to other coordinates indicating relative similarity/dissimilarity. (**f**) Representative micrographs (40x magnification) from Carnoy’s-fixed and paraffin-embedded cecal tissue from BIF mice at each postnatal timepoint. Slides were hybridized with the Texas Red-labeled *Bifidobacterium* genus-specific probe Bif164, demonstrating sparse colonization at early neonatal stages but increased colonization by P20. Nuclei of mouse intestinal epithelial cells are counterstained using DAPI.

Colonization of the conventionalized pups occurred in a very short time frame via exposure to used bedding (from a cage of SPF donor mice) added to the cage environment on days P1 and P3. An additional, and likely significant, source of microbial exposure was the dam, which was conventionalized via fecal microbiota transplantation (FMT) on days P1 and P3. This modified method of neonatal conventionalization (indirect colonization of pups via the dam and environment) was successful and resulted in colonization of pups with a complex microbiota by P4 (Fig. 1b–e). Additionally, as demonstrated by FISH staining, the early and consistent gavages of bifidobacteria resulted in stable colonization by P4 (Fig. 1f). The images demonstrate relatively sparse colonization at the earliest time point, but by P20, a dense community of bifidobacteria was established in the mucus layer above the epithelium.

As shown in Fig. 1b, bacterial abundance (top panel) and diversity (bottom panel) significantly differ at the first two neonatal time points, (P4 and P10) relative to the P20 mice and the adult dams. This pattern likely reflects changes in diet, as these mice begin to eat solid food around this time and are usually weaned from the dam’s milk by P21. We speculate that introduction of dietary fiber in solid foods promotes the colonization of Bacteroidetes, as demonstrated by other studies^34^. The genera that dominate the P4 and P10 conventionalized mouse gut are *Escherichia*/*Shigella* (phylum Proteobacteria) which represent approximately 80-90% of the neonatal gut microbiome during this time frame (Fig. 1c,d). This distribution is in stark contrast to the diversity and abundance of species observed in the P20 pups and the dams. Between P10 and P20, the microbial community shifts dramatically in composition, and by P20 the community is dominated by *Parabacteroides*, *Turicibacter*, and *Barnesiella* spp. Previous studies have established that conventionalized mice have bacterial communities which mirror the donor microbiome profile^35^. We observed a similar result in the P20 group of conventionalized mice in this study, whose microbial communities were closely aligned with that of the dam (the donor in this instance (Fig. 1d)). This finding further demonstrates the profound effect that diet has on the intestinal microbiome in early life: increased diversity and richness is expected to correspond with an increasingly complex set of microbial signals that change over time as the microbiome composition shifts and yields corresponding responses in the host CNS.

We have previously shown that the sex of an animal has a significant impact on microbiome composition in conventionalized mice, and that sex influences certain aspects of the microbiome-host interaction, affecting downstream behavior patterns as the mice age into adulthood^24^. In the postnatal mice (P4, P10, P20) in this study, there were no significant differences in microbial community profiles due to sex. The microbiomes of male and female conventionalized mice at each time-point were more similar to each other, than to microbiomes of mice of the same sex at different time points **(**Fig. 1e**)**. These data indicate that postnatal age, rather than sex, accounted for most of the microbial community variation (more than 77%) between groups of conventionalized mice in this study.

### Gene expression is modulated during postnatal development by microbial colonization

We assessed developmental expression of genes controlling synapse development and plasticity in the brain using a PCR array (Qiagen Mouse Synaptic Plasticity RT² Profiler PCR Array; all genes assessed in this array are listed in Supplementary Table S1). 

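RNA from 5 male mice was pooled for each treatment group, brain region and age, with 2 µg from each mouse. This gave 27 pools from GF, CONV and BIF mice. A portion of 500 ng of each pool was converted to cDNA and run once in the 96 wells of the array, so each gene has 1 threshold cycle (CT) per pool and no replicate. The CT is the PCR cycle at which the fluorescence of a well crosses a set threshold, and it falls by about one cycle when the amount of template doubles. The authors deposited the raw CT of every well, and the fold change of each colonized pool over the GF pool of the same region and age. The deposited values are listed by well position without gene names, so genes were assigned to wells from the alphabetical order of the genes in Supplementary Table S1 and the values of Supplementary Table S2. The fold changes reported here were recalculated from the CTs. The *Gapdh* CT of a pool was subtracted from the CT of each gene, and the difference between the GF and the colonized pool gave the log2 fold change. The 84 pathway genes and the 4 reference genes other than *Gapdh* were counted, 88 genes in all, and a gene was called up or down when it differed by 1.5-fold or more. The CTs of these genes in the 27 pools make 2376 values, of which 158, from 15 genes, were above 30. The limit of detection was a CT of 35, and 6 values, all of *Tnf*, were at this limit. The 3 pools of a region and age were run on one plate in 7 of the 9 sets, and on 3 different plates for the P4 cortex and the P4 hippocampus. Each treatment group was housed in an isolator of its own, so a difference between groups cannot be told apart from a difference between isolators.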

Synaptic plasticity is prominent during the period of postnatal neurodevelopment and is critical for ensuring functional neural circuitry^36^. This suite of genes was also an attractive target for our investigation as previous studies in adult rodents suggest that this set of genes and pathways are modulated by the intestinal microbiota^1,25^. We assessed expression of synaptic plasticity-related genes in the cerebellum, hippocampus, and cortex (isocortex, dorsal pallium) and compared gene expression within each brain region across treatment groups at each postnatal timepoint to detect microbial-driven fluctuations in gene expression during early life development.

Biologically significant differences in gene expression between treatment groups were observed at P4 in all 3 brain regions. This observation suggests that synapse-related genes are upregulated in germ-free animals early in life relative to mice colonized with gut microbes (Fig. 2a). 

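In the P4 cerebellum, 23 of the 88 genes were down and 4 were up in the CONV pool relative to the GF pool, and 26 were down and 4 up in the BIF pool. In the P4 cortex, 11 genes were down and 0 up in the CONV pool, and 12 were down and 2 up in the BIF pool. In the P4 hippocampus, 3 genes were down and 1 up in the CONV pool, and 6 were down and 2 up in the BIF pool. The gene with the largest fall in the CONV cerebellum was *Gabra5*, which was 6.68-fold lower than in the GF pool and 5.35-fold lower in the BIF cerebellum. In the BIF cerebellum the largest fall was that of *Egr4*, which was 9.85-fold lower. Its CT was 34.67 in that pool and 32.28 in the GF pool, close to the limit of detection. *Tnf* had the largest rise in both cerebellum comparisons. The largest falls in the cortex were those of *Bdnf* in the CONV pool and *Nfkbib* in the BIF pool, and in the hippocampus those of *Plcg1* in the CONV pool and *Ntf5* in the BIF pool. The largest rises in the hippocampus were 1.65-fold for *Ntf3* in the CONV pool and 1.68-fold for *Junb* in the BIF pool. The cortex counts depended most on the reference. When the median CT of the pathway genes replaced *Gapdh*, 3 genes were down in the CONV cortex and 2 in the BIF cortex.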

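Over the 3 regions and both colonized groups at P4, 94 fold changes passed the threshold, of which 81 were down and 13 up relative to GF. At P10, 18 were down and 24 up, and at P20, 19 were down and 34 up. The median log2 fold change of the 88 genes was below 0 in all 6 comparisons at P4. It was -0.18 in the CONV and -0.24 in the BIF cerebellum, -0.32 and -0.26 in the cortex, and -0.02 and -0.15 in the hippocampus. With the median CT of the pathway genes in place of *Gapdh*, 46 of the P4 fold changes past the threshold were down and 23 up. With that reference 14 were down and 28 up at P10, and 13 were down and 35 up at P20. With the mean CT of the 5 reference genes, 61 were down and 15 up at P4. The direction at the later ages turned with that mean, with 31 down and 15 up at P10 and 25 down and 12 up at P20. Each comparison rests on a single pool per group, so no test was possible. From the differences between the treatment groups at P4, the paper proposes that genes related to the synapse are more highly expressed in GF mice than in colonized mice early in life.

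**Figure D1:**
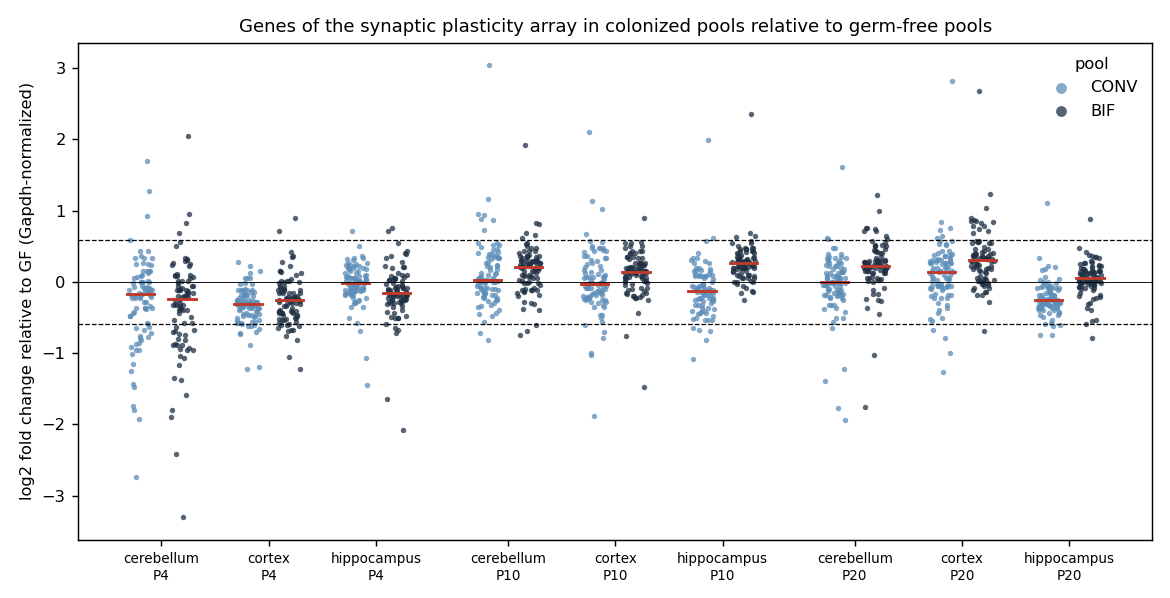
Log2 fold change (y axis) of each of the 88 genes in the CONV pools (light points) and BIF pools (dark points) relative to the GF pool of the same region and age (x axis), normalized to *Gapdh*. Red lines are medians and dashed lines mark 1.5-fold in either direction. At P4, 81 points lie beyond the lower dashed line and 13 beyond the upper one.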

As the RNA samples used in this analysis were pooled (from n = 5 male mice/group/timepoint/brain region), the results shown in Fig. 2 do not show error bars or statistical significance, rather they are shown to illustrate the trend in expression differences observed, and to highlight the genes that were similarly up/down regulated in BIF and CONV mice relative to GF. 

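The spread between mice cannot be measured in pooled RNA, and the scatter of the PCR itself can be measured only in the control targets that fill 3 wells per pool. The SD between the 3 wells of such a control was 0.121 cycles, pooled over the 27 pools. A log2 fold change combines 4 CTs, so this scatter alone gives it an SD of 0.242. The threshold of 1.5-fold, which is 0.585 on the log2 scale, is 2.42 times that SD. Scatter was larger for genes with high CTs. Between the BIF and CONV pools of the same region and age, the SD of the log2 fold change over genes was 0.244 for genes with a mean CT below 25, where 3.19% of values passed the threshold. It was 0.361 for genes with a mean CT of 25 to 30, where 11.6% passed, and 0.634 for those of 30 to 35, where 36.2% passed. These values hold any real difference between the BIF and CONV groups as well as the scatter of the assay.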

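At P10, 7 genes were up and 2 down in the CONV cerebellum, and 6 were up and 3 down in the BIF cerebellum. The P10 cortex had 4 genes up and 6 down in the CONV pool and 1 up and 2 down in the BIF pool, and the P10 hippocampus had 2 up and 5 down in the CONV pool and 4 up and 0 down in the BIF pool. At P20, 3 genes were up and 5 down in the CONV cerebellum, against 9 up and 2 down in the BIF cerebellum. The P20 cortex had 6 genes up and 4 down in the CONV pool and 14 up and 1 down in the BIF pool, and the P20 hippocampus had 1 up and 5 down in the CONV pool and 1 up and 2 down in the BIF pool. With the mean CT of the 5 reference genes in place of *Gapdh*, 3 genes were up in the BIF cortex at P20, where the *Gapdh* CT moved by 0.43 cycles relative to the mean of the 4 other reference genes. With the median CT of the pathway genes 13 were up there. The genes up in the BIF cerebellum and those down in the CONV hippocampus at P20 became fewer under each of the 3 other normalizations. The largest changes at P20 were those of *Adcy8* in the cortex, which was 7.06-fold higher in the CONV pool and 6.41-fold higher in the BIF pool than in the GF pool. The GF pool had an *Adcy8* CT of 31.09, and after subtraction of *Gapdh* it lay 2.07 cycles above the highest of the other 8 cortex pools. Large falls at these ages included *Plat* in the CONV cerebellum at P20 (3.84-fold) and *Ntf5* in the CONV cortex at P10 (3.68-fold) and the BIF cerebellum at P20 (3.36-fold). The *Ntf5* CTs were 32.11 in the GF and 33.97 in the CONV cortex at P10. In the cerebellum at P20 they were 31.95 in the GF and 34.51 in the BIF pool. Scatter was larger at such high CTs. Over 1584 values, the deposited log2 fold changes differed from the recalculated ones by at most 0.0166. The calls at 1.5-fold differed for 4 values that lay at the threshold, including *Tnf* in the CONV cortex at P4.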

(See Supplemental Table S2 for full list of genes that were differentially regulated >1.5 fold at all timepoints/brain regions). Genes which were observed to be up- or down-regulated more than 1.5-fold in the CONV and BIF groups relative to GF mice at the P4 time-point are compared in Fig. 2b and further detailed in Fig. 2c–e. 

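In the CONV pools, 42 of the 264 fold changes at P4 passed the threshold (15.9%), against 26 at P10 (9.85%) and 24 at P20 (9.09%). In the BIF pools, 52 passed at P4 (19.7%), 16 at P10 (6.06%) and 29 at P20 (11.0%). The cerebellum held 27 of the 42 at P4 in the CONV pools and 30 of the 52 in the BIF pools. Without the cerebellum, a comparison chosen after the counts were seen, 15 genes passed at P4, 17 at P10 and 16 at P20 in the CONV pools, and 22, 7 and 18 in the BIF pools. P4 held the most genes in the BIF pools under each of the 3 other normalizations and both filters on high CTs. In the CONV pools, the mean CT of the 4 reference genes other than *Gapdh* gave 34 genes at P4 and 37 at P10. The median CT of the pathway genes gave 29 at each of these ages.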

The expression pattern observed indicates that gene expression at the earliest postnatal timepoint may be most sensitive to microbial colonization. The synapse-related gene expression changes observed in the cerebellum and hippocampus also concur with results of studies previously performed in adult rodents^1^. In mice, cerebellar development continues well after birth, which may make the region more susceptible to environmental influences, such as the influence of microbial signals originating during the period of microbial colonization after birth^32,37^. Conversely, brain regions that develop prenatally are thought to have more limited exposures to microbes and microbial metabolites *in utero*^38^.

**Figure 2:**
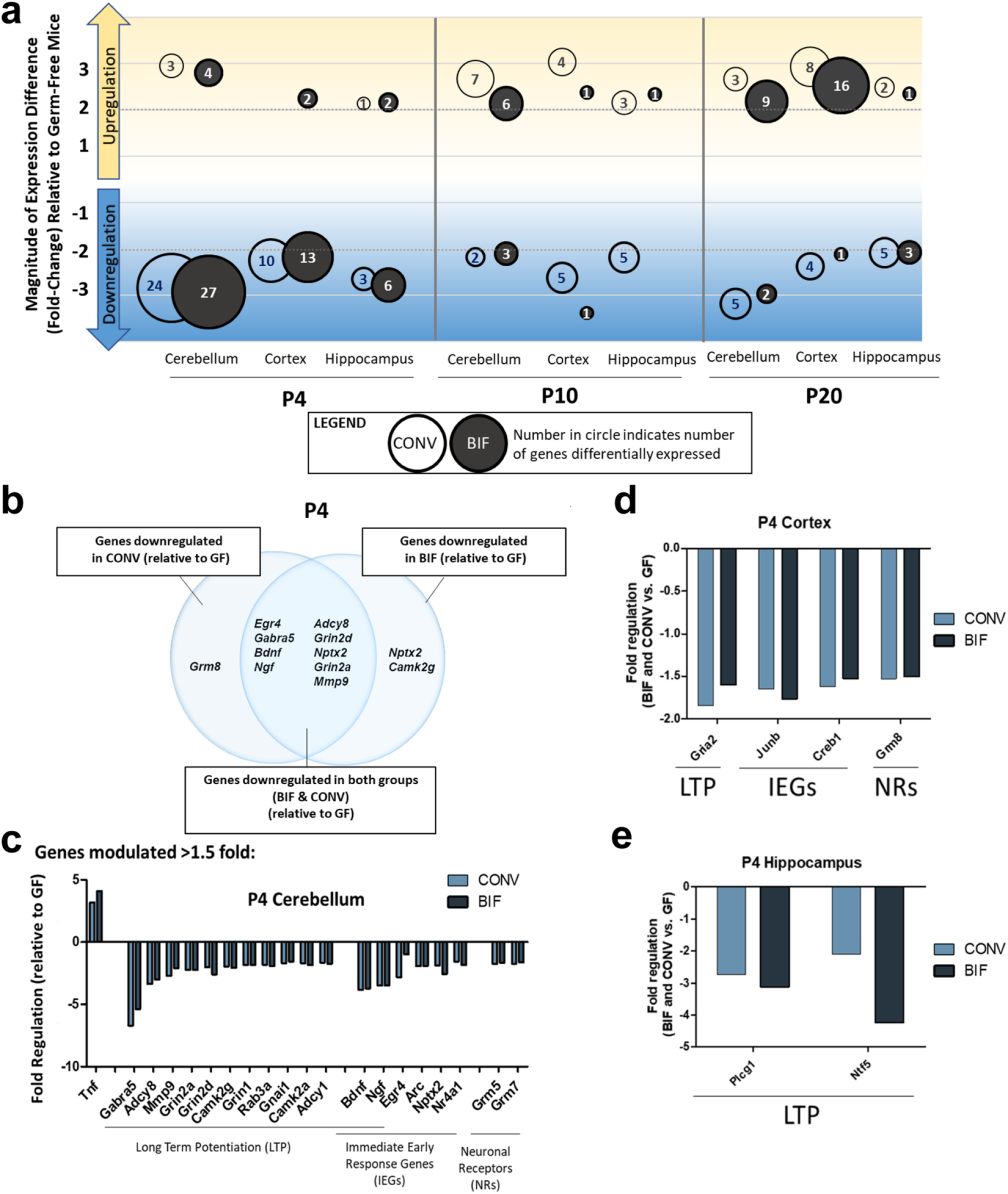
Summary analysis indicating significant downregulation of gene expression in colonized mice during early postnatal development. (**a**) Plot summarizes the results of the qPCR array. Values inside the circles represent the number of genes differentially expressed relative to germ-free control mice at each postnatal timepoint, in each brain region. The magnitude of the fold-change is indicated by position on the graph. CONV (open circle) and BIF (closed circle). (**b**) Comparison of downregulated genes in P4 mice (BIF relative to GF, CONV relative to GF, and genes downregulated in both BIF and CONV mice relative to GF). (**c**-**e**) Genes differentially expressed in BIF and CONV mice >1.5 fold in the P4 mice Cerebellum (**c**), Cortex (**d**), and Hippocampus (Figure 1.) (*No error bars or statistical significance bars are shown due to the pooled samples used for this analysis, PCR array of RNA from n = 5 male mice/group/timepoint/brain region).

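Over the 9 sets of region and age, 92 fold changes passed the threshold in the CONV pools and 97 in the BIF pools. Of these, 45 passed in both groups in the same direction and 2 in opposite directions. The P4 sets held 30 of the 45, and the P10 and P20 sets the other 15, out of 50 in the CONV pools and 45 in the BIF pools at these ages. Across genes, the median correlation between the CONV and BIF log2 fold changes was r = 0.629 over the 9 sets, and the lowest was 0.269, in the P20 cerebellum. Genes are not independent replicates, so no p-value is given. Both comparisons share the GF pool, which by itself makes them correlate. With the CONV pool as the reference for both other pools the median r was 0.617, and with the BIF pool it was 0.407. The correlation with GF as the reference was above both others in 3 of the 9 sets, the P4 cerebellum, the P10 hippocampus and the P20 cortex. When the BIF and CONV pools were compared directly, between 4 and 16 genes per set differed by 1.5-fold or more, 84 in total.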

Many genes that were differentially regulated in the CONV groups were similarly regulated in the BIF groups, indicating that the host responses are predictable. This leads to the possibility that a defined pattern of host CNS gene expression may be generated by colonization with defined subsets of gut microbial communities. At P4, genes and gene pathways that play a vital role in synapse formation in the developing brain were similarly down-regulated in both groups of mice colonized by gut microbes (CONV and BIF) relative to germ-free mice (Fig. 2b**)**. 

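At P4, 21 genes were down in both the CONV and the BIF cerebellum, 5 in both cortex pools and 2 in both hippocampus pools. Only 2 genes of the P4 cerebellum, *Ntf3* and *Tnf*, were up in both. Of the 21, *Bdnf* was 3.81-fold lower in the CONV pool and 3.71-fold lower in the BIF pool, and *Adcy8* 3.34-fold and 2.99-fold lower. At a threshold of 2-fold, 8 of the 21 genes remained down in both pools, and with the median CT of the pathway genes as the reference 14 of them remained. The median distance over genes, on the log2 scale, was 0.305 between the GF and CONV cerebellum, 0.330 between GF and BIF, and 0.135 between CONV and BIF. The correlation across genes between the CONV and BIF fold changes was r = 0.89 in the P4 cerebellum. It was 0.05 with the CONV pool as the shared reference and 0.41 with the BIF pool. In the P4 cortex r was 0.35 and in the P4 hippocampus 0.55, where a pool other than GF gave a higher r as the shared reference. Adding a share of 0.07 of the GF cortex profile to the colonized cerebellum profile brought it closest to the GF cerebellum profile, and the genes at least 1.5-fold higher in the GF pool than in that mixture numbered 16, against 23 without it.

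**Figure D2:**
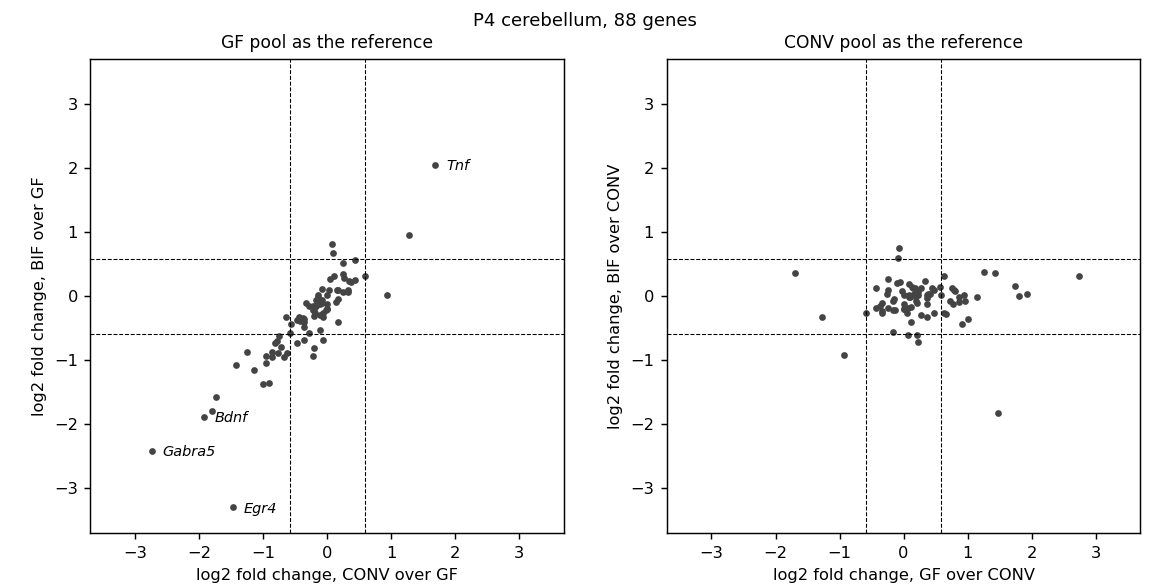
Log2 fold changes of the 88 genes in the P4 cerebellum. In the left panel, BIF over GF (y axis) is plotted against CONV over GF (x axis), and in the right panel, BIF over CONV (y axis) against GF over CONV (x axis). Dashed lines mark 1.5-fold. Points follow a diagonal in the left panel (r = 0.89) and not in the right panel (r = 0.05).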

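In the P4 cerebellum the NMDA receptor subunits *Grin1*, *Grin2a* and *Grin2d* were 1.83-fold, 2.22-fold and 2.01-fold lower in the CONV pool than in the GF pool. In the BIF pool they were 1.84-fold, 2.23-fold and 2.58-fold lower. The other 2 NMDA receptor subunits of the array did not pass the threshold, with log2 fold changes of -0.37 in the CONV and -0.36 in the BIF pool for *Grin2b*, whose listed value also occurs in other wells, and of 0 and -0.20 for *Grin2c*. The median of the 9 ionotropic glutamate receptor genes, 3 of them assigned to wells by place only, was -0.28 in the CONV pool, at percentile 22.6 among random lists, and -0.20 in the BIF pool, at percentile 50.9. With the median CT of the pathway genes it was -0.05 in the CONV pool and turned to 0.04 in the BIF pool. The calcium/calmodulin-dependent kinase genes *Camk2a* and *Camk2g* were 1.71-fold and 1.95-fold lower in the CONV pool and 1.85-fold and 2.06-fold lower in the BIF pool. *Mmp9* was 2.69-fold lower in the CONV and 2.10-fold lower in the BIF pool, and the metabotropic receptor *Grm5* was 1.75-fold and 1.66-fold lower. Among the immediate early genes, *Egr4* was 2.79-fold lower in the CONV pool, at a CT of 33.05, and *Nr4a1* was 1.55-fold lower there and 1.85-fold lower in the BIF pool. The 9 genes listed beforehand as immediate early genes (*Arc*, *Egr1* to *Egr4*, *Fos*, *Jun*, *Junb* and *Nr4a1*) all had a log2 fold change below 0 in both pools. The well of *Jun* was assigned only by its place in the order of the array. Their median was -0.21 in the CONV pool, at percentile 60.2 among 10000 random lists of 9 genes matched on mean CT, and with the median CT of the pathway genes as the reference it was 0.02. In the BIF pool it was -0.81, at percentile 14.5, and -0.575 with the median CT. The 7 metabotropic glutamate receptor genes, not all matched to wells by listed values, had a median of -0.48 in the CONV pool, at percentile 11.1. In the BIF pool they had -0.40, at percentile 26.0. The 4 neurotrophin genes had -1.07 in the CONV pool, at percentile 9.7, and -0.955 in the BIF pool, at percentile 15.0. The medians of these 2 families stayed below 0 with the median CT.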

In the P4 cerebellum, many genes involved in long term potentiation (LTP), as well as immediate early response genes, which can also play a role in LTP, were down-regulated in colonized mice (Fig. 2c). Both gene pathways play a vital role in activity-dependent synapse formation in the developing brain. This pattern holds true in other brain regions as well, with genes involved in LTP being downregulated in the hippocampus and cortex in both colonized groups of mice, although the number of downregulated genes was fewer (Fig. 2d-e). 

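In the P4 cortex the 5 genes down in both colonized pools were *Gria2*, *Junb*, *Creb1*, *Grm8* and *Tnf*. *Gria2* was 1.85-fold lower in the CONV pool and 1.60-fold lower in the BIF pool, *Junb* 1.66-fold and 1.77-fold, *Creb1* 1.62-fold and 1.54-fold, and *Grm8* 1.54-fold and 1.51-fold. None of the 5 was down in both pools when the mean CT of the 5 reference genes, the mean CT of the 4 other than *Gapdh*, or the median CT of the pathway genes replaced *Gapdh*. The *Gapdh* CT moved relative to the mean of the 4 other reference genes by -0.25 cycles in the CONV cortex and -0.18 cycles in the BIF cortex. *Gria2* had the opposite direction in the cortex at P20. The 9 listed immediate early genes had a median log2 fold change of -0.14 in the CONV cortex, or 0.06 with the 5 reference genes. Their median was 0.01 in the BIF cortex. In the hippocampus it was 0.02 in the CONV pool, which turned to -0.01 with the 5 reference genes and to -0.04 with the median CT. In the BIF hippocampus it was 0.22, at percentile 99.8 among random lists, with 1 of the 9 genes lower than in GF. It was 0.33 there with the 5 reference genes. The 7 metabotropic glutamate receptor genes went the other way in that pool, with a median of -0.42 at percentile 1.2 and 5 genes lower. Their median was -0.31 with the 5 reference genes and -0.41 with the median CT. In the CONV hippocampus their median was 0.01. The percentiles were not corrected for the number of families and comparisons. In the P4 hippocampus, *Plcg1* was 2.73-fold lower in the CONV and 3.12-fold lower in the BIF pool, and *Ntf5* was 2.10-fold and 4.23-fold lower. Both were down in both pools under each of the 3 other normalizations and at a threshold of 2-fold. The *Ntf5* CTs were 32.52 in the GF, 33.07 in the CONV and 34.64 in the BIF pool, close to the limit of detection, and only *Plcg1* was left when both CTs had to be 30 or below.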

In follow-up experiments using adult gnotobiotic mice mono-colonized with *Bifidobacterium* (*B. dentium)*, we observed a similar effect. Synaptic genes (such as *Dlg4)* were also significantly downregulated in bifidobacteria-treated adult mice relative to germ-free adult mice (Supplemental Figure S1 and Supplemental Table S3).

### Neonatal colonization with *Bifiodbacterium* influences microglia phenotypes

Microglial-dependent synapse elimination also represents a potential microbiota-driven mechanism that influences neural circuit maturation. Microglia are key mediators of synapse remodeling during postnatal development^32,39–43^ and serve to eliminate supernumerary and inappropriate synapses, resulting in the functional maturation of the remaining appropriate synapses. Microglia-mediated phagocytosis is a mechanism that helps ensure network refinement and functional organization of circuitry^40,44–46^. We examined cell surface markers, TNF expression, and morphology in our analysis in order to characterize the microglial populations present in our neurodevelopmental mouse model.

During normal development, phagocytic (ameboid) microglia are abundant early in life, and actively participate in synaptic remodeling^37,39–41^. Ameboid microglia participate in synaptic pruning and phagocytosis during the postnatal period to help refine the network as it develops by removing superfluous axons and promoting axonal migration and growth^37,40,41,47–49^. Over time, the microglia enter a ramified state, in which they are surveilling, but not phagocytosing (unless activated in response to injury or pathogen invasion)^40,50,51^. Flow cytometry is traditionally used to characterize the cell surface markers, or antigenic expression, of microglia in order to differentiate between phenotypes^52,53^. Ramified, surveilling microglia possess the phenotype CD11b^+^ and CD45^low^ whereas microglial precursors, CNS-infiltrating macrophages, or activated microglia exhibit CD11b^+^, CD45^high^ phenotype^42,53–55^. During a critical window of normal neurodevelopment (between P2 and P14), the population of ramified microglia expressing CD11b^+^, CD45^low^ expands^56–58^. By P20 the adult population of microglia is well established and mostly in a ramified state under normal circumstances^59^. We used flow cytometry to assess expression of these surface markers indicative of ramified microglia and examined the average percentage of CD11b^+^, CD45^low^ expressing cells between groups (Fig. 3a,b). At the P4 time point, the populations of surveilling microglia are low in both the GF and BIF groups of mice, though we observed significantly fewer cells expressing CD11b^+^, CD45^low^ in the BIF group relative to the GF group. The population of CD11b^+^, CD45^low^ expressing cells rapidly expanded between P4 and P10 in the BIF mice when compared to a smaller expansion observed in the GF mice. By P20, when the adult population of ramified microglia should be well established, approximately 80% of the CD11b^+^ cell population is CD45^low^ in the BIF group, compared to only approximately 40% in the GF group. This rapid expansion of ramified microglia between P10 and P20 is expected in a healthy mouse colonized with a complex gut microbiome^32^. Our results indicate that a simplified, bifidobacteria-predominant gut lumen at these postnatal timepoints also elicits the expansion of ramified microglia in the brain. These data reveal a delay in the development of the immune system in the GF group, which is a well-documented phenomena typically observed in GF animals^60–62^. Due to the dual role of microglial cells, this early deficit, even if only a delay, may have a large impact on the formation of neural circuitry and elicit downstream effects on brain function later in life.

**Figure 3:**
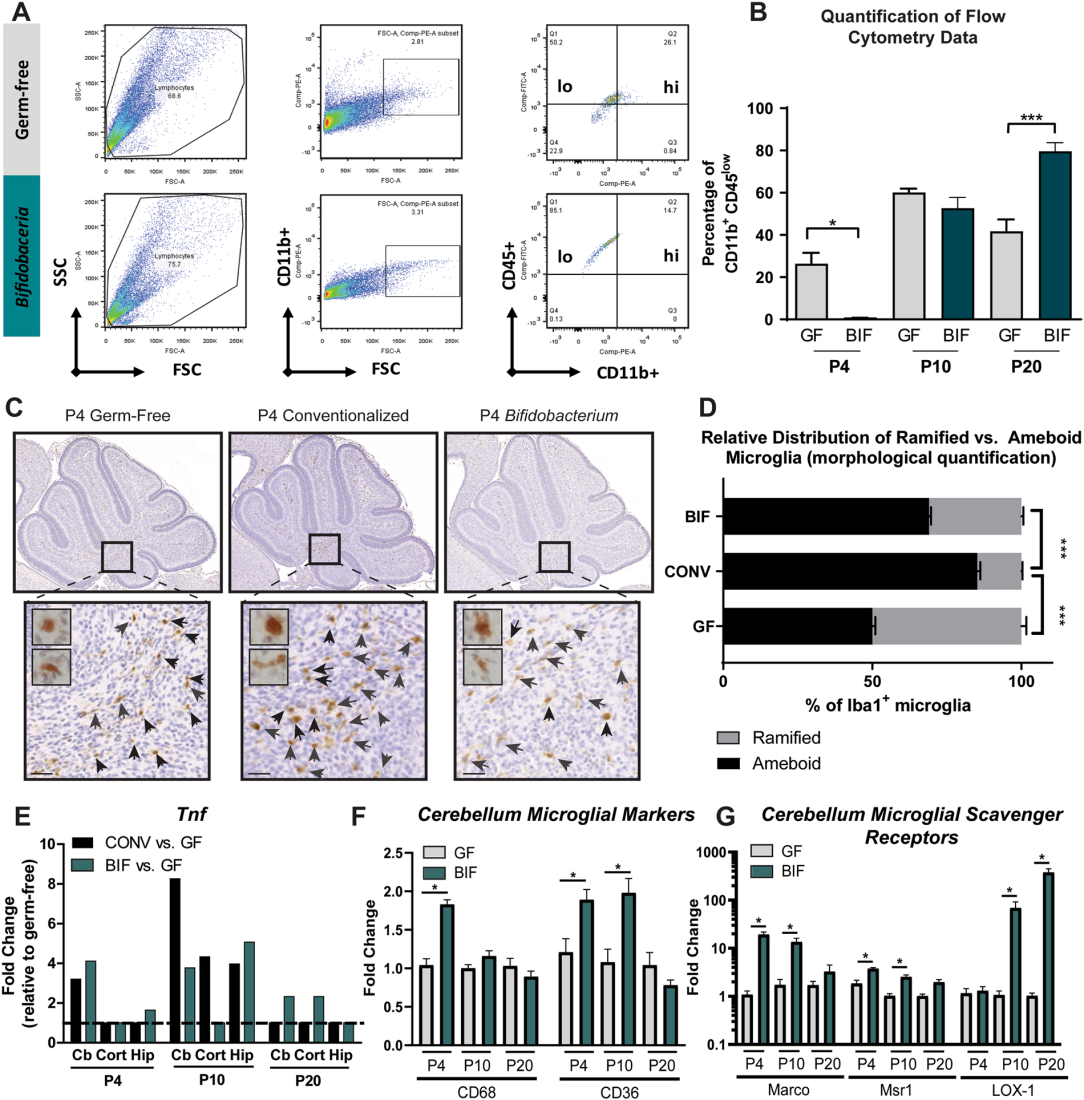
Colonization with conventional microbiota and bifidobacteria facilitates early microglial reactivity and mid-late microglial ramification (**a**) Representative image of gating strategy for flow cytometric analysis. (**b**) Results plotted as percentage of CD11b^+^ CD45^low^ microglia/total microglia at each timepoint. Ramified microglia possess the phenotype CD11b^+^,CD45^low^. At P4, GF mice have an increased % of microglia expressing markers of ramified microglia, relative to BIF mice. (One-Way ANOVA; *p<0.05, **p<0.01, *** *p*<0.001; n = 3 male animals/group/timepoint) (**c**) Microglia were labeled using an anti-IBA1 (Ionized calcium binding adaptor molecule 1) antibody. Scale = 50 μm. Representative images of staining in cerebellar white matter of P4 pups in each group, demonstrating fewer ameboid microglia in P4 germ-free mice (**d**) Morphological classification and quantification of ramified vs. ameboid microglia in P4 mice (**** *p*<0.0001, n = 3 mice/group, with 3 fields per mouse). (**e**) Expression of *Tnf* gene from whole tissue homogenate in each region (Cb = Cerebellum, Cort = frontal cortex, Hipp = Hippocampus) (data generated from PCR array data, therefore statistical significance and error bars are not shown for these pooled samples; n = 5 male mice/group/timepoint/brain region) (**f**) qPCR analysis of GF and BIF mouse cerebellum for markers of phagocytic microglia. (One-Way ANOVA; *p<0.05; n = 8 male animals/group/timepoint) (**g**) qPCR analysis of GF and BIF mouse cerebellum for scavenger receptors, which are required for proper phagocytosis. (One-Way ANOVA; *p<0.05; n = 8 male animals/group/timepoint).

During development (from P2-P14 in mice), microglial morphology also follows a general pattern, from amoeboid or reactive cells, to ramified or surveilling microglia^37,56,63–65^. The ameboid-like morphology, characterized by large rounded cell bodies and lack of processes, is generally considered functionally active, phagocytic-type, which are observed in large numbers early in development^37,65^. The ratio of ramified:ameboid cells increases at late postnatal timepoints, with ramified cells being characterized by a flattened morphology with many complex process arbors^37^. We therefore utilized cellular morphology to further assess microglial reactivity. Microglia were specifically immunolabeled using an anti-IBA1 antibody (Ionized calcium binding adaptor molecule 1) to examine their cellular morphology^66–70^. Figure 3c shows representative images from P4 mice in each treatment group, and the insets demonstrate the staining and differences in ameboid vs. ramified morphology. Figure 3d quantifies the relative distribution of ramified:ameboid microglia at the P4 time point in each group of mice. At this early P4 time point, the CONV and BIF animals have a dominant percentage of microglia classified as ameboid, indicating phagocytic activity. In contrast, GF animals had fewer ameboid microglia relative to BIF and CONV mice. These data further indicate that microbial colonization can influence microglia reactivity.

After exposure to environmental or microbial signals, microglia in an activated state will release and/or upregulate production of various pro- and anti-inflammatory mediators such as TNF-α^71–73^. In the brain, TNF-α is primarily synthesized by reactive microglia^72,74,75^. Microglial TNF-α released near synapses can participate in the functional maturation of inhibitory and excitatory circuits by increasing neuronal expression of neurotransmitter receptors^76–78^. Abnormal levels of TNF-α have been linked to reduced complexity in cultured neurons and premature stabilization resulting in insufficient refinement during development *in vivo*^79–81^. Upregulation of the *Tnf* gene in these brain regions at the early postnatal time points (P4 and P10) in the BIF and CONV groups of mice relative to the GF mice is therefore an additional indicator of early microglial activity in the colonized mice (Fig. 3e**)**. In addition to cytokine production, another important function of microglia is phagocytosis. 

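*Tnf*, in well G11 of the array, had CTs between 31.9 and the limit of detection, and 6 pools were at the limit. The GF pool was at the limit in 4 of the 9 sets, and fold changes relative to those pools are lower bounds. In the P4 cerebellum *Tnf* was 3.23-fold higher in the CONV pool and 4.14-fold higher in the BIF pool than in the GF pool, whose CT was 34.9. In the P4 hippocampus it was 1.41-fold higher in the CONV pool, below the threshold, and 1.65-fold higher in the BIF pool. In the P4 cortex *Tnf* was 1.51-fold lower in the CONV pool and 2.07-fold lower in the BIF pool. At P10 it was at least 8.22-fold and 3.78-fold higher in the CONV and BIF cerebellum, 4.32-fold and 1.13-fold higher in the cortex, and at least 3.97-fold higher in the CONV hippocampus. The BIF hippocampus was higher by at least 2.35 on the log2 scale. At P20 it was at least 1.39-fold and 2.33-fold higher in the cerebellum and 1.48-fold and 2.35-fold higher in the cortex, and all 3 hippocampus pools were at the limit. *Tnf* was thus up in 8 of the 12 comparisons at P4 and P10 and down in 2. In 4 of the 8 the GF pool was at the limit, so they are lower bounds, and a filter for CTs below 35 would leave them out for that reason alone. Over all 9 sets the colonized pools were higher than the GF pool by a mean of 1.03 on the log2 scale, with values at the limit taken as 35. This was the largest of the 27 ways to choose which group was the reference at each age. A one-sided exact permutation test gave p = 0.037, the smallest p the design allows. The test takes the ages as independent, but each group had its own isolator at every age. A difference between isolators would recur at each age and could give the same result. The direction of the test follows the paper's statement on *Tnf*, which rests on these same pools. The p is thus no independent support for that statement.

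**Figure D3:**
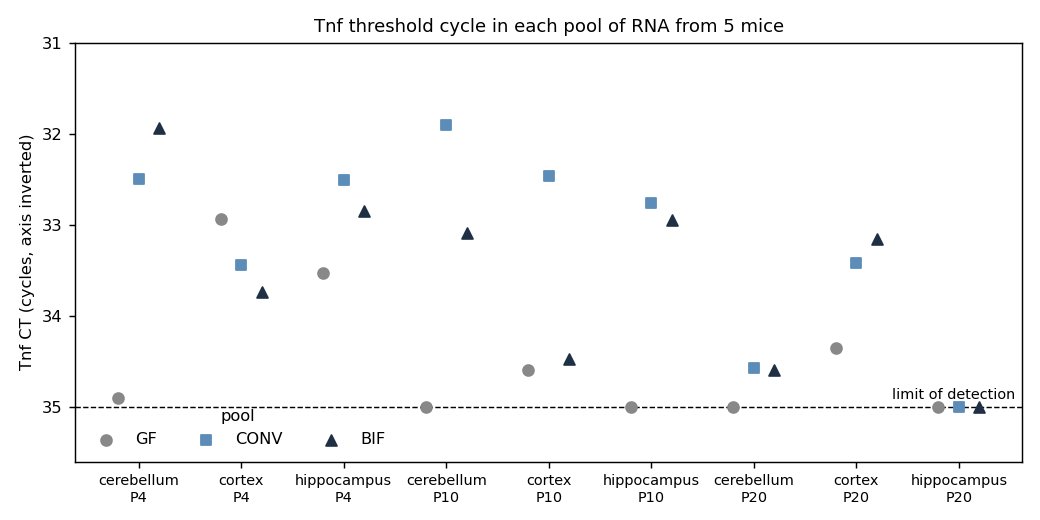
CT of *Tnf* (y axis, in cycles, inverted so that higher expression is upward) in the GF (circles), CONV (squares) and BIF (triangles) pool of each region and age (x axis). The dashed line is the limit of detection at 35. The GF pool is the lowest or tied at the limit in every set except the P4 cortex, where its CT is 32.94.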

We examined *CD68*, a transmembrane glycoprotein that indicates phagocytic activity^82^, and *CD36*, a pattern recognition receptor involved in phagocytosis^83^, by qPCR in the cerebellum of GF and BIF-treated mice at P4, P10, and P20 (Fig. 3f). We observed increased expression of *CD68* and *CD36* at P4 and increased *CD36* at P10 in BIF mice compared to GF. Interestingly, these markers were not differentially expressed at P20 in both GF and BIF mice, which suggests the importance of early neuronal immune modulation. We also examined scavenger receptors, which promote phagocytosis and clearance by microglia^84^, via qPCR in the cerebellum of GF and BIF-treated mice at P4, P10, and P20 (Fig. 3g). We found increased expression of *Macro* and *Msr1* during early development (P4 and P10) and increased expression of LOX-1 receptors at P10 and P20 in BIF mice compared to GF. These findings further point to potential functional differences in the activity of microglia in colonized mice versus those lacking an intestinal microbiome.

### Neonatal colonization modulates synaptic density and neural circuit maturation

Overexpression of synapse-related genes may serve to strengthen activity-dependent synapse formation in the brains of germ-free mice, leading to an aberrant increase in synapse formation. The lack of synaptic pruning due to lack of reactive functional microglia in germ-free mice may also contribute to the observed increase in synaptic density. In germ-free mice, the concurrent upregulation of synaptic genes and lack of reactive, functional microglia early in postnatal neurodevelopment may result in a system of ineffective pruning resulting in potentially dysfunctional or non-functional synaptic connections, thereby affecting the development of matured and functional neural networks. We chose to use the well-described cerebellar circuit^85–88^ as a model to examine how the above described effects may influence the development of functional neural circuits.

The diagram in Fig. 4a demonstrates a simplified summary of interactions between two cerebellar cell types (Purkinje cells in green and climbing fibers in orange) during development and shows how these interactions change over time. At P0 many climbing fibers contact a single Purkinje cell and have supernumerary synaptic contacts. Normally, climbing fiber synapses are pruned until only one fiber innervates a single Purkinje cell by the late phase of synaptic pruning at ~P20^89–92^ (Fig. 4b). We predicted that these contacts would remain supernumerary in GF mice due to their upregulated synapse-related gene expression and dampened microglial response. We assessed synaptic density changes by examining the climbing fiber to Purkinje cell contacts over postnatal development in GF, CONV, and BIF mice. VGLUT2 immunostaining labels climbing fiber pre-synaptic terminals in the molecular layer of the cerebellar cortex and therefore serves as a proxy for examining the pruning of these supernumerary climbing fiber synaptic connections with Purkinje cells during postnatal development.^93–95^. Fluorescence immunohistochemistry was used to visualize the synaptic marker VGLUT2 and the Puncta Analyzer plugin in ImageJ was used to count the number VGLUT2-labeled puncta per 400 µm^2^ field. Representative images of this staining and the ImageJ puncta analysis are shown in Fig. 4c. The results are quantified as number of VGLUT2 positive puncta/mm^2^ and demonstrate a significant increase in the number of puncta in germ-free mice at P20 (Fig. 4c**)**. This increased number of puncta corresponds to an increase in the pre-synaptic marker VGLUT2 in the GF group relative to both the CONV group and the BIF group at P20. The increased number of the pre-synaptic marker in germ-free mice was normalized by postnatal conventionalization and *Bifidobacterium* colonization.

**Figure 4:**
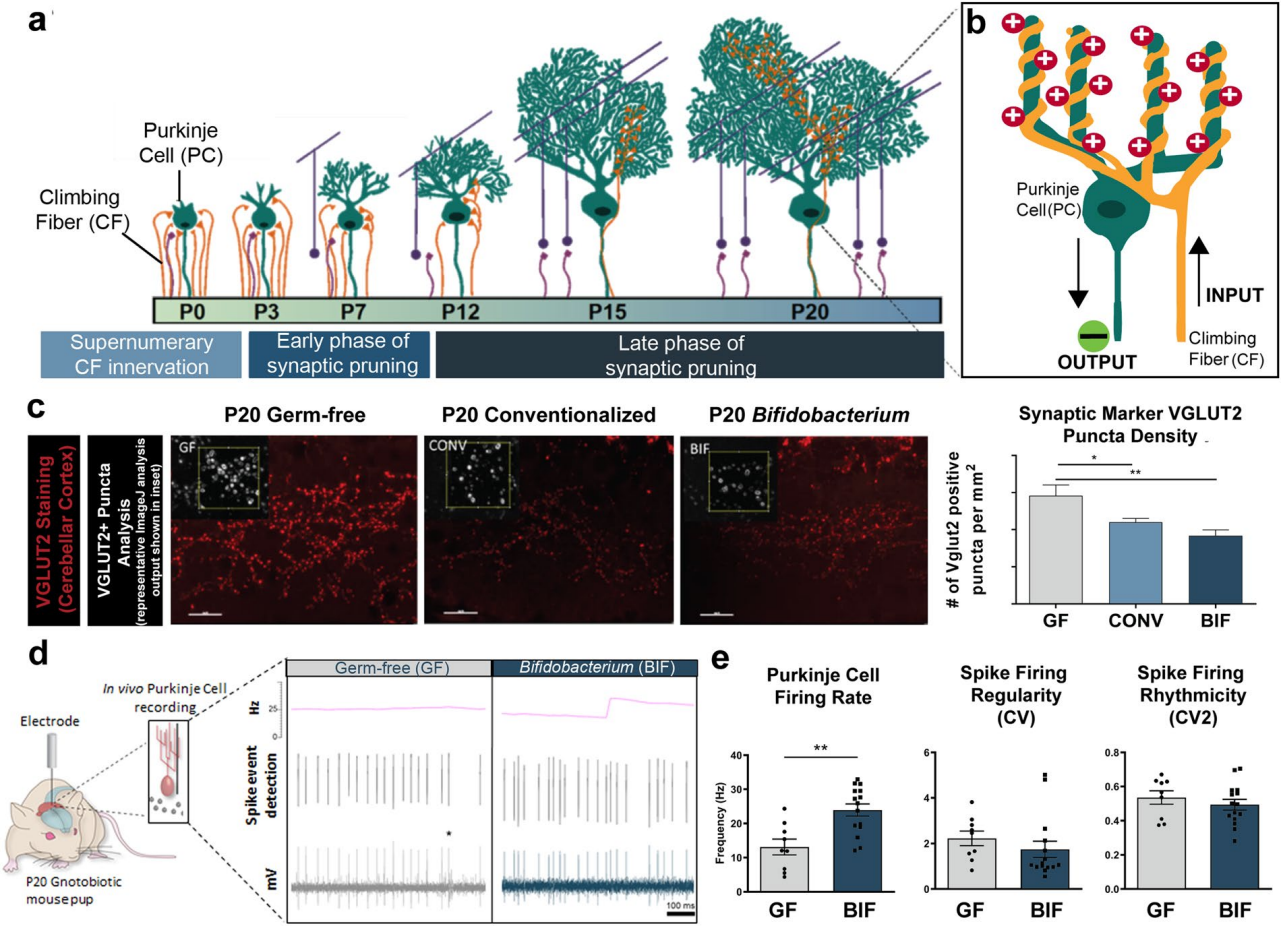
Germ-free mice display aberrant synaptic density and synaptic function that is normalized by bifidobacteria colonization (**a**) Simplified diagram of the cerebellar circuit over postnatal development and corresponding phases of synaptic refinement. (**b**) Inset illustrates interaction between two cerebellar cell types: Purkinje cells (PC; main functional output of cerebellum) and climbing fibers (CF). CF synapses on PCs are initially supernumerary, but eventually reach a 1 CF: 1 PC ratio with 1 CF terminals synapsing on multiple locations of PC dendrites. The circuit diagram also shows simplified signaling input and output between the cell types in this model system. (**c**). Micrographs (40X magnification) of molecular layer of cerebellum in lobule II of brain slices from P20 male mice in each group stained with anti-VGLUT2 antibody. Puncta of the pre-synaptic marker VGLUT2 were counted in a 400 micron field. Inset demonstrates puncta analysis in ImageJ. The density of the pre-synaptic marker VGLUT2 per field is quantified in the right panel as VGLUT^+^ puncta per mm^2^ *p<0.05, **p<0.01, One-way ANOVA (3 fields per section with 3 sections per animal, *n* = 3 animals per group) (d) Schematic of *in vivo* electrophysiological recording of Purkinje cells in the cerebellum, and representative extracellular single-unit recording traces from male germ-free and bifidobacteria-colonized mice. Asterisk indicates low-frequency complex spikes that are triggered by climbing fiber input, which identifies the cell as a Purkinje cell. The instantaneous firing rate is indicated by the pink line above the raw traces. (Figure 1). Firing characteristics of Purkinje cells quantified from *in vivo* electrophysiological recordings of GF and BIF anesthetized P20 male mice (*n* = 3-5 animals/group with 3 separate recordings per animal).

Additionally, *in vivo* electrophysiology was conducted in anesthetized mice in order to measure neuronal activity using the same model circuit formed between Purkinje cells and their climbing fiber inputs^96^). We obtained extracellular single-unit electrophysiological recordings from Purkinje cells as previously described (Fig. 4d)^97^. Purkinje cells in germ-free mice were observed to have a significant decrease in Purkinje cell firing rate relative to *Bifidobacterium*-colonized mice at P20 (Fig. 4e). Other recorded measures of cell activity (spike firing regularity and rhythmicity) did not yield differences. These findings further support the hypothesis that the lack of microglial function and increased synaptic density in the cerebellum creates a dysfunctional circuit in germ-free mice. Although not specifically addressed in this study, it would reason that other regions of the brain are similarly affected in early life by this or a similar mechanism, which may explain the abnormal germ-free mouse behaviors previously documented.

## Discussion

This work is the first demonstration that specific synaptic genes and functional neural circuitry are modulated during development of the mammalian CNS in response to a group of bacteria residing in the gut. Our work demonstrates that the CNS of germ-free mice are characterized by upregulated synapse-promoting genes and a relative lack of microglial reactivity early in postnatal development. These results are consistent with reports that microbial signals promote microglial development^32^, which ultimately refine the network and ensures functional organization of neural circuitry. This combination leads to supernumerary synaptic inputs which are unable to be effectively refined by synaptic pruning or phagocytosis. We are the first to show that postnatal microbial colonization modulates gene expression in the CNS, downregulating certain synapse-promoting genes during the early postnatal time period. This study demonstrates that neonatal colonization with a complex adult murine microbiota also promotes microglial reactivity and affects synaptic density, thereby affecting neuronal circuit function. Moreover, our work demonstrates that a complex microbiota was not necessary to elicit these benefits, as postnatal colonization with only four key *Bifidobacterium* species yielded similar effects on neurodevelopment. This work further supports the importance of *Bifidobacterium* as members of the healthy infant gut microbiota and highlights their potential roles in neuromodulation.

This work is among the first to demonstrate that germ-free mice exhibit an early upregulation of synapse-promoting genes, which can be down-regulated by both neonatal conventionalization and *Bifidobacterium*-colonization. Additionally, the microglia in CONV and BIF mice are in a reactive state early in development, whereas GF mice exhibit impaired microglial function. This upregulation of synapse-promoting genes and a lack of microglial reactivity in germ-free mice during early postnatal development leads to supernumerary synaptic inputs that are not effectively refined by synaptic pruning or phagocytosis. By the P20 time point, germ-free animals have increased synaptic density corresponding with decreased neuronal function relative to colonized mice (either bifidobacteria-treated or conventionalized). Overall, we propose that in GF animals, synaptic changes resulted in circuit connectivity defects, leading to the aberrant behavioral phenotypes observed in adult germ-free mice. However, these effects can be prevented if mice are postnatally colonized, even by a limited consortium of key *Bifidobacterium* species (summarized in Fig. 5).

**Figure 5:**
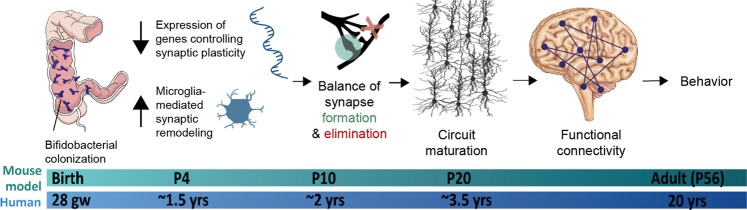
Proposed mechanism of bifidobacteria-mediated effects on host neurodevelopmental processes. In this proposed model, bifidobacteria down-regulate early expression of synapse-related genes in the host CNS. Additionally, bifidobacteria are important for the early reactive functionality of microglia, which prevent excess synapse formation during this critical window. This process promotes effective refinement of the developing synaptic network and potentiation of appropriate contacts, leading to circuit maturation. Functional organization of neural circuitry leads to synchronicity of firing and typical behavioral phenotypes.

Gene expression profiling at each postnatal time point using the RT² Profiler PCR Array system (Qiagen) served as a sensitive tool for analyzing the expression of many pathway-focused genes simultaneously. Physical and gene expression changes at neuronal synapses are characteristic of synaptic plasticity. Expression of immediate-early genes (IEGs) is altered immediately after neuronal events characteristic of synaptic plasticity. LTP is a process that strengthens synaptic connections, and it is mediated by upregulation of IEGs. Co-upregulation of certain genes in germ-free mice indicates IEG and LTP pathway co-upregulation. For example, *Bdnf* expression requires prior induction of the IEG *Arc*. 

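In the P4 cerebellum *Arc* was 1.93-fold higher in the GF pool than in the CONV pool and 1.92-fold higher than in the BIF pool, and *Bdnf* was also higher in the GF pool than in both. In the P4 cortex the log2 fold change of *Bdnf* relative to GF was -1.22 in the CONV pool and -0.23 in the BIF pool, and that of *Arc* was -0.14 in the CONV pool and 0.90 in the BIF pool. In the P4 hippocampus the log2 fold change of *Bdnf* was -0.27 in the CONV and -0.51 in the BIF pool, and that of *Arc* was -0.13 and 0.10, all below the threshold. At P10 both genes were down in the CONV cortex, *Bdnf* by 2-fold and *Arc* with a log2 fold change of -1.02. *Arc* was also down in the BIF cortex (-0.76) and the CONV hippocampus (-1.08), and *Bdnf* in the BIF cerebellum (-0.69). In the P20 cortex they moved apart in the CONV pool, with 0.52 for *Bdnf* and -1.27 for *Arc*. In the BIF cortex at P20 *Bdnf* was up at 1.04, and *Arc* was at 0.35. In the CONV cerebellum at P20 *Arc* was up at 0.62, and *Bdnf* was at -0.50.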

Both *Bdnf* and *Arc* are increased in the germ-free cohort indicating pathway-focused upregulation. Many of the genes regulated by microbial colonization are those involved in LTP as well as other IEGs which play a role in LTP. In addition, many essential neuronal receptors are expressed in the postsynaptic density, a specialized segment of the neuronal membrane. We observed that postnatal microbial colonization of the gut with both a complex microbiota and the simplified 4-member microbiota (*bifidobacteria*), resulted in the down-regulation of many genes related to these processes, ultimately serving to prevent the formation of excess synapses. Our data describing microbiota-mediated effects on microglia also concur with recent literature, and demonstrate that microbial signaling significantly impacts microglial reactivity^32,43,98,99^. Future studies of how the microbiota influences microglia should confirm changes in microglial function using additional markers of maturation. We show that deficient synaptic pruning is associated with altered synaptic transmission and decreased functional brain connectivity, which may be an underlying mechanism contributing to the behavioral deficits in sociability^24^ and repetitive-behaviors observed in many previous studies of germ-free animals. This is a unique finding as the link between weak transmission in the cerebellum and social behavior is understudied in repetitive behaviors.

Consistent with published literature, our work also demonstrates that immediately after birth, the neonatal gut is easily dominated by facultative anaerobes, like the genus *Escherichia*. These facultative anaerobes that colonize the infant gut act as “pioneers”, and by consuming oxygen and altering the pH, they make the environment better suited and amenable to strictly anaerobic bacteria like *Bacteroides* and *Bifidobacterium*^100^. This pattern is faithfully replicated in our study, in which P4 and P10 CONV mice are heavily colonized by microbes of the genus *Escherichia* right after birth, but during the subsequent months, the gut is gradually colonized by increasing numbers of strict anaerobes like *Bacteroides*. Our model of colonization appears to be similar to the natural route of colonization (from the environment and the dam rather than from the gavage) and also replicates the expected succession of bacterial species in the intestine. We hope that this model may serve future researchers in examining further attributes of the gut-brain axis during development.

Currently, there is limited information regarding the exact mechanisms by which gut microbes communicate with the host brain. Proposed mechanisms of microbiome-gut-brain communication including immune system activation, signaling via vagal afferents, and production of microbial metabolites that can either directly or indirectly affect the brain. This study points to a mechanism that can be activated by both CONV and BIF groups of mice. SCFAs have been linked in previous studies to microglial maturation^32^ which influence synapse elimination^101^. Acetate, in particular, has also been linked to epigenetic modifications in the brain that affect gene expression^102^. Mice deficient for the SCFA receptor FFAR2 mirrored microglia defects found under GF conditions^38,103^. *Bifidobacterium* species produce large quantities of acetate, which may explain their ability to mediate effects similar to that of a complex microbiota. Likewise, immune-mediated effects would be present in both groups and could also be the causative mechanism underlying the phenomenon described herein. Finally, bacterial metabolites may directly affect neuronal morphology activity, independent of the immune system; an effect that has been observed in *C. elegans*^104^. Future work in the field should focus not only on specific microbial metabolites, but should take a systems-based approach in determining how specific bacterial communities elicit their effects on the host CNS.

Aberrant expression of genes involved in neuronal signal transmission and synaptic plasticity are implicated in neurodevelopmental disorders and there are many non-genetic (environmental) factors that are known to affect expression of these genes^105^. Disruption of the intestinal microbial ecosystem (dysbiosis) at an early age may play a role in neurodevelopmental disorders, such as autism spectrum disorder. Due to limitations based on our study design, we did not perform correlation analyses between the microbiota and gene expression, though future studies should address this in order to determine causality. We currently have limited information regarding how early colonization with *Bifidobacterium* affects neurodevelopment, however there are several neuropsychological and neurodevelopmental disorders that are associated with a decreased abundance of bifidobacteria. While this correlation does not demonstrate causation, the mechanisms described herein may play a role in the etiology of some of these pathophysiologies. With enhanced knowledge of how this beneficial genus affects the CNS in early life, novel therapeutic strategies may be designed to exploit these species in order to elicit desired effects on the brain. The work presented herein offers a more complete description of how the postnatal colonization of the intestine by *Bifidobacterium* spp. influences plasticity in the developing brain. By examining how these species are able to affect brain development, we may be able to identify and/or engineer specific bacterial communities to be maximally beneficial for human neurodevelopment, including the functional enhancement of the microbiome:gut:brain axis.

## Methods

### Bacterial strains, media, and culture conditions

The following bacterial strains were obtained from the American Type Culture Collection (ATCC): *Bifidobacterium dentium* (ATCC 27678), *Bifidobacterium longum* subspecies *infantis* (ATCC 15697), *Bifidobacterium breve* (ATCC 15698), and *Bifidobacterium bifidum* (ATCC 29521). These strains were cultured in anaerobic de Man, Rogosa and Sharpe (MRS) medium (BD, Sparks, MD, USA). Cultures on agar plates and liquid cultures were grown under anaerobic conditions (Anaerobe Systems, Morgan Hill, CA) at 37 °C. Additional information listed in Table 1.

**Table 1:** *Bifidobacterium* species used to examine effects of neonatal colonization on mammalian neurodevelopment.

Species/Strain designations	BSL	Relevant features	Growth Conditions	Source
*Bifidobacterium longum* subsp. *infantis* ATCC 15697 Strain: S12	1	-Isolate from human infant intestine -Genome assembled and annotated	Anaerobic, MRS plates and liquid medium, 37°C	ATCC
*Bifidobacterium bifidum* ATCC 29521 Strain: VPI 11241 [Ti]	1	-Isolate from human infant feces -Genome assembled and annotated	Anaerobic, MRS plates and liquid medium, 37°C	ATCC
*Bifidobacterium dentium* ATCC 27678 Strain: B757	1	-Isolate from human infant feces -Genome assembled and annotated	Anaerobic, MRS plates and liquid medium, 37°C	ATCC
*Bifidobacterium breve* ATCC 15698 Strain: S50 variant a	1	-Isolate from human infant intestine -Genome assembled and annotated	Anaerobic, MRS plates and liquid medium, 37°C	ATCC

BSL = Biosafety Level.

MRS = Man, Rogosa and Sharpe medium.

Anaerobic gas mix = 80% N_2_, 10% CO_2_, 10% H_2_.

ATCC = American Type Culture Collection.

### Germ-free mouse models

Germ-free (GF) Swiss Webster mice (Taconic) were bred in a germ-free facility at Baylor College of Medicine. The outbred colony of germ-free mice was maintained in a germ-free “colony isolator”. Swiss Webster mice are attractive as an outbred mouse model due to large litter sizes, nurturing instincts, and previous microbiome-gut-brain studies, making this strain useful for cross-study comparisons. Timed pregnancies were induced in adult female mice at approximately 6-8 weeks of age, in the germ-free colony isolators. Vaginal plugs were used to identify pregnant dams and time the pregnancy. Pregnant germ-free females were randomly assigned to an experimental group, and moved (under germ-free conditions) to the respective study isolator before the day of birth, which was considered as P0. Pregnant dams and their litters were maintained in separate cages within these 3 identical, but separate, flexible isolators fed with HEPA-filtered air. Each isolator housed only the dams and litters within a single experimental group in this study. Mice in each isolator were maintained under germ-free conditions or colonized with bacteria and maintained in “gnotobiotic conditions”. Offspring in each treatment group raised in these germ-free and gnotobiotic isolators were handled in the same manner. Dams and their respective litters in were kept together in filter-topped cages in the isolators pre-weaning, and in groups separated by sex, in filter-topped cages in the same isolators after weaning. All animals had access to irradiated food and water *ad libitum*. All animals were housed under 12 h light/dark cycle. Animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine, Houston, TX, in accordance with all guidelines set forth by the U.S. National Institutes of Health. Germ-free control mice received gavages of sterile 0.1 M phosphate buffered saline (PBS; Gibco) in the same manner as the experimental mice (described in section below). Germ-free status was monitored over the course of the experiment by plating fresh fecal pellets from the dams in each cage within the germ-free isolator on blood agar plates (Hardy Diagnostics) and incubating aerobically and anaerobically at 37 °C.

### Colonization of germ-free mice with bifidobacteria

Bifidobacteria were grown in culture conditions described above. Bacterial cultures grown overnight (approximately 12 h) were harvested in log phase. Cultures were combined in equal ratios based on OD_600_ readings (volume equal to approximately OD_600_ 1.0 for each of the species; approximately 10^9^ CFU), pelleted, then re-suspended in 3 mL sterile PBS. Colonization of males and females with bifidobacteria was achieved by administering 0.2 mL of this treatment directly to the stomach of each dam via oral gavage on alternating days post-partum. The treatment was also administered with the drinking water. Pups were administered 0.02 mL of the treatment mixture starting at P1, and on alternating days until P20. For pups between the ages of P1-P10, we administered the mixture orally via pipette tip. From P10 onwards, the oral gavage treatment was administered with an 18-gauge ball-tipped gavage needle. This persistent treatment ensured that all four human *Bifidobacterium* species were present during the postnatal window of interest in this study, irrespective of their ability to colonize the murine intestine in the absence of human milk oligosaccharides. Dilution plating of the treatment mixture on MRS plates at several timepoints during the experiment confirmed that the dams received approximately 1.1x10^10^ total CFUs (viable bacterial cells) per gavage. The pups received a smaller volume of the gavage mixture, approximate to 1.1x10^9^ total CFUs per treatment. Colonization was monitored over the course of the experiment by plating fecal samples from the dam and pups on MRS agar plates and incubating at 37°C anaerobically. Growth on plates after 48 h was considered positive verification of successful colonization. All dams and pups showed consistently positive colonization after the first 2 d of treatment.

### Colonization of germ-free mice with murine microbiota (conventionalization)

Conventionalized litters were colonized neonatally via indirect colonization of the dam and environment. Conventionalized males and females were derived by administering fecal slurries from specific pathogen free mice (SPF), which harbor a complex microbial community, via oral gavage to the dams on P1, and by adding used bedding (containing fecal pellets) to the cages on P1 and P3. A single cage of female, age-matched Swiss Webster mice were used as donors for each experimental cage and were the source of both the FMT and the dirty bedding transfer to avoid as much inter-individual variation as possible. The microbiome composition of the SPF mice used in this study as microbiome donors was examined in a previously published study^24^, which demonstrated that the taxonomic distribution of the conventionalized group of mice replicated the SPF donor fecal microbiome profile. Agar plating of intestinal contents from these pups on blood agar plates confirmed that this method effectively resulted in gut microbial colonization of the pups by P4. In order to maintain consistent handling throughout development between the groups, conventionalized pups (male and female) were also administered a sham gavage of sterile PBS in the same manner as described above. Colonization with conventional murine microbiota was monitored over the course of the experiment by plating fecal samples from the dam and pups on blood agar plates (Hardy Diagnostics) and incubating at 37 °C aerobically and anaerobically. Growth on plates after 48 h confirmed presence of complex microbiota consisting of multiple species and was used as positive verification of successful colonization.

### Adult mono-association with Bifidobacterium dentium

To colonize mice with a single *Bifidobacterium* strain, also known as mono-association, adult (7-9 month old) male and female germ free mice, *B. dentium* ATCC 27678 was grown in culture conditions as described above. Bacterial cultures were incubated anaerobically until administration to mice. Mice were administered approximately 3.2x10^8^ CFU of *B. dentium* per each oral gavage treatment. Control germ-free mice received sterile MRS broth. Oral gavages were administered once every other day for one week with one supplemental gavage one week later (4 total treatments). Colonization and germ-free status were monitored over the course of the experiment by plating fecal samples from the mice on MRS agar plates, and incubating at 37°C in aerobic and anaerobic conditions.

### Immunohistochemistry

For preparation of brain tissue for immunohistochemistry, vaporized isoflurane was administered at 1-4% with pressurized oxygen to maintain an appropriate plane of anesthesia during the perfusion. Once adequate depth of anesthesia was confirmed, blood was flushed from the circulatory system by a trans-cardiac perfusion with PBS. Then, the tissue was fixed by perfusing the animal with 10-50 mL of 4% paraformaldehyde (PFA) in PBS. The brain was then dissected and post-fixed for 24 h in 4% PFA. The brain was cryoprotected stepwise in 15% and 30% sucrose in PBS, embedded in Tissue-Tek® optimal cutting temperature compound (O.C.T., Sakura), and sectioned at 8 μm on a cryostat.

Immunohistochemistry was performed directly on electrostatically coated slides as described previously^106,107^. Briefly, sagittal sections were incubated in PBS containing 10% normal goat serum (NGS; Sigma Aldrich), 0.1% Tween-20, and primary antibodies for 16-18 h at room temperature. Microglia were labelled using rabbit anti-ionized calcium binding adaptor molecule 1 (IBA1, Wako, 1:400). Presynaptic elements on climbing fibers synapsing with Purkinje cells in the cerebellar cortex were labeled using mouse anti-vesicular glutamate transporter 2 (VGLUT2, Millipore, 1:500). The tissue sections were washed three times in PBS before incubation with secondary antibodies for a maximum of 2 h at room temperature. For chromogenic immunostaining of IBA1-labelled microglia, goat anti-rabbit horseradish peroxidase (HRP)-conjugated secondary antibody (Dako, 1:200) and the peroxidase substrate 3,3’-diaminobenzidine (DAB; Sigma-Aldrich) were used. Donkey anti-mouse Alexa-555 secondary antibody (Molecular Probes, 1:1500) was used for fluorescence immunostaining of VGLUT2-labeled puncta. The slides were washed and cover-slipped. (Imaging of slides described in section below).

### Analysis of immunostained tissue

A Zeiss Axioscan.Z1 microscope with an automated and motorized stage was used to capture micrographs of tissue sections. For analyses of microglial morphology, multiple images were collected from the same stained brain section and stitched together to produce a mosaic representing the entire section. Three mice from each group at each timepoint were analyzed. Stained cells with large, rounded cell bodies and lack of processes were scored as ameboid, and cells which had a flattened morphology with many processes were scored as ramified. Mosaic images were used for analysis of microglial morphology and counts of ameboid and ramified cells were performed manually (n = 3 mice/group, with 3 fields per mouse). For analysis of VGLUT2 puncta density, images were obtained using a 633 nm filter on a fluorescence microscope. Lobule II of the cerebellum in each section was located and Z-stack images at 40x magnification were taken. Synaptic density was measured in several 400 µm^2^ fields per image using the Puncta-Analyzer in Fiji-ImageJ (3 fields/ section with 3 sections/ animal; n = 3 male animals analyzed per group).

### rRNA sequencing and analysis

The gut microbial community was assessed using fecal and cecal samples from the dam and pups at each postnatal time point (male and female, n = 15-30 mice (>2 litters)/group/timepoint). All samples were collected under the sterile conditions and were stored at −80°C until processing. Bacterial DNA was extracted using the MoBio Powersoil DNA Extraction Kit (Qiagen). Texas Children’s Microbiome Center performed the amplification and sequencing of the Bacterial DNA as previously described^24^. Gene sequence libraries (targeting the V4 region of the 16S rRNA gene) were generated using the NEXTflex™ 16S V4 Amplicon-Seq Kit 2.0 (Bioo Scientific, Austin, TX). These libraries were sequenced on the Illumina MiSeq platform (median of 24,181 sequences/sample, mean of 25,801 sequences/sample). Host (mouse) DNA sequences were filtered from the sequence libraries using Bowtie2^108^. Sequencing reads were filtered for quality using LotuS^109^, and any sequences shorter than 200 base pairs, having average quality scores <20, containing ambiguous base calls, or including mismatches to barcode or sequencing primer were removed. After the sequences were quality filtered and de-multiplexed (barcode and primer sequences removed), reads were pair-end stitched. Resulting sequences were clustered (with a 97% similarity level threshold) into operational taxonomic units (OTUs) using LotuS with the Ribosomal Database Project Classifier^110^. The Ribosomal Database Project Classifier trained on the SILVA v123 reference database^111^ was used to assign taxonomy. Organisms potentially classified to the species level were based on individual OTUs of significance. OTUs failing to classify as bacteria at the kingdom level were removeδαd prior to further analysis of the dataset. Bacterial community profiles were then characterized by the degree of diversity, richness, and relative abundances of the OTUs identified in each sample using QIIME^112^. Output sequences were classified at the phylum and genus levels for comparisons within and across groups. Alpha diversity of microbiota in each treatment group was measured by the Shannon Diversity Index and Operational Taxonomic Unit (OTU) richness was measured by number of observed OTUs. Longitudinal relative abundances of OTUs were used to make phylum and genus-level comparisons within the CONV group of mice (between different postnatal ages and between males and females).

### Fluorescence in situ hybridization (FISH)

For intestinal tissue preparation, the small and large intestines were carefully removed immediately following euthanasia and rapidly dissected. Mouse terminal ileum (3-6 cm above the cecum), cecum, and mouse distal colon were carefully removed, fixed in Carnoy’s fixative (American MasterTech Scientific, Inc) at room temperature for 24 h, then rinsed in 100% ethanol and embedded in paraffin wax. These sectioned tissues were used for FISH staining as described. Four µm sections were mounted on glass slides, baked at 60°C for 1 h, then de-paraffinized with xylene and dehydrated in series from 50% to 100% ethanol. A previously validated, 5′ Texas Red-labelled, *Bifidobacterium* genus-specific probe (Bif164; 5′-CATCCGGCATTACCACCC-3’) targeting the 164-181 bp region of the 16S rRNA gene was used to specifically label bacterial species of the *Bifidobacterium* genus^47^. The probe was hybridized to the samples by adding 15 µL of 2 µM probe to each slide and placing in a 45 °C hybridization chamber for 45 minutes. Nuclei were labeled with DAPI. Intestinal sections from male mice in each cage (total 5-6 per group) were utilized to confirm colonization. The slides were analyzed using a Nikon E600 epifluorescence microscope (Nikon, USA) equipped with appropriate filter set for Texas Red fluorescence (ex 595 nm/em 613 nm).

### Synaptic Plasticity qPCR array

For preparation of RNA for gene expression analysis, the mice were individually anesthetized using isoflurane until no reflex was observed. The mice were rapidly decapitated, and the brains were dissected to isolate the cerebellum, hippocampus, and cortex. The tissues were flash frozen and stored separately at −80 °C until RNA isolation. RNA was isolated from the cerebellum, cortex, and hippocampus of male mice from each developmental timepoint via Trizol. The 260/280 ratio was measured for each sample using a Nanodrop spectrophotometer, and after this step ranged between 1.8 and 2.0. RNA samples were stored at −80°C until use. Two µg of RNA from 5 samples (male mice only) were pooled into one representative sample per treatment, time point, and brain region (27 pooled samples total, n = 5 mice per pooled sample). Pooled RNA was purified with the Zymo RNA clean and concentrate kit according to the manufacturer’s protocol with one modification. Zymo-Spin IIICG columns were used instead of Zymo-Spin IC Columns in order to purify larger quantities of RNA (~100 µg of RNA). A Bioanalyzer (Agilent) was used to verify that the purity and concentration of pooled and cleaned RNA was of sufficient quality and quantity prior to use with the synaptic plasticity qPCR array.

Using the “Mouse Synaptic Plasticity RT² Profiler PCR Array” (PAMM-126Z; Qiagen), 96 genes (Supplementary Table S1; GEO accession #GSE142079) were profiled on the 27 samples (1 pooled sample as described above for each of the 3 brain regions, at each of the 3 time points, in each of the 3 treatment groups). The manufacturer’s protocol was followed for sample preparation. Briefly, 500 ng of each pooled sample was treated with DNase to eliminate genomic DNA contamination, followed by conversion to cDNA using the RT^2^ First Strand Kit. The cDNA was added to the kit mastermix on ice, and distributed to the 384-well plate containing 4 replicate primer assays for the 84 pathway-specific genes. Reactions using SYBR Green chemistry (Qiagen SYBR Green qPCR Mastermix, Cat. no. 330529) were performed in a 384 well block ViiA^TM^ 7 Real-Time PCR system (Applied Biosystems, Foster City, USA). The threshold values were set consistently across all runs in the same analysis (threshold manually set to 0.5 and lower limit of detection set to 35). The resulting table of CT values was uploaded to the data analysis web portal at http://www.qiagen.com/geneglobe. Samples were assigned to control (germ-free) and test groups (conventionalized vs. *Bifidobacterium*-treated), allowing for comparative analysis of gene expression at each time point.

The array contained 84 pathway-focused genes, 5 housekeeping (reference) genes, and a panel of quality control targets to monitor genomic DNA contamination and efficiency of the first strand synthesis and PCR reactions. As defined by the manufacturer’s protocol, the CT value of the PCR efficiency control was within the range of 20 ± 2 for all arrays or samples across runs and between plates. The average values across all 27 samples and 7 plates used in our analysis was CT_PPC_ = 20.37 (std dev ± 0.26). 

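The positive PCR control fills 3 wells of each array. In the deposited CTs its mean was 19.7 with an SD of 0.0992 over the 27 pools, and its single wells ranged from 19.33 to 20.22.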

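The reverse transcription control had a mean CT of 21.1 (SD 0.139 over the 27 pools). Its CT exceeded that of the positive PCR control by 1.12 to 1.57 cycles, depending on the pool. Its 3 wells in the CONV cortex at P20 had an SD of 0.528 and spanned 0.92 cycles, the largest range of either control within a pool. The genomic DNA control was at the limit of detection in 24 pools. It was below the limit in 3 pools, all of BIF mice, with CTs of 33.81 in the cerebellum at P4 and again at P20, and 34.85 in the hippocampus at P20.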

The samples also passed the tests controlling for genomic DNA contamination and first strand synthesis. Gene of Interest (GOI) CT values were normalized using the most stably expressed of the 5 reference genes, which was *Gapdh* on all panels (average *gapdh* CT across all panels = 19.944 (std dev ± 0.33)). 

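The mean *Gapdh* CT over the 27 pools was 19.6 (SD 0.341), with a range of 18.99 to 20.36. The SDs of the CTs of the other reference genes were 0.378 for *Hsp90ab1*, 0.392 for *B2m*, 0.567 for *Gusb* and 0.789 for *Actb*. The SD of a raw CT does not separate the stability of a gene from the amount of RNA in a well. The geNorm measure M, the mean SD of the log2 ratio of a gene to each of the others (lower is more stable), was 0.402 for *Hsp90ab1*, 0.451 for *Gusb*, 0.545 for *Gapdh*, 0.555 for *B2m* and 0.641 for *Actb*. Within single plates, *Gapdh* had the lowest SD of the 5 on 2 of the 7 plates and *Gusb* on 3. The wells of *Actb*, *Gusb* and *Hsp90ab1* were assigned by their place in the order of the array.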

The CTs were then sorted into brain region and time point. The fold regulation was calculated using the 2^−ΔCt^ relative quantification, with the threshold for biological significance set to 1.5. The data analysis web portal calculates Fold-change/regulation using ΔΔCT method, in which ΔCT is calculated between gene of interest (GOI) and reference gene (Gapdh), followed by delta-delta CT calculations (delta CT (Test Group)-delta CT (Control Group)). Fold Change was calculated using 2^ (-delta delta CT) formula. Fold-change values greater than one indicates a positive- or an up-regulation, and the fold-regulation is equal to the fold-change. Fold-change values less than one indicate a negative or down-regulation, and the fold-regulation is the negative inverse of the fold-change. Statistical significance between samples was not determined in this analysis due to the pooling of the samples. In addition to the PCR array, we examined gene expression of microglial phagocytic markers by qPCR with primers designed by Primer Design Software (ThermoFisher). Fold-change was calculated using 2^^ΔΔCT^ method, with the reference gene (Gapdh) (n = 8 mice/group). A One-way ANOVA was used to assess significance.

### Assessment of microglial expression of CD11b and CD45 by flow cytometry

Vaporized isoflurane was administered at 1-4% with pressurized oxygen to maintain an appropriate plane of anesthesia during the perfusion. A midline sternotomy was made, and the left ventricle of the heart identified. A 27 x 1/2-gauge needle attached to a pump delivered 5 mL of PBS through the myocardium and into the left ventricle. Simultaneously, a small incision was made to the right atrial appendage to accommodate the additional volume being administered. The mouse was then decapitated, and the brain dissected rapidly on ice. One entire brain hemisphere from each mouse (males, n = 3/group) was placed in ice-cold Dulbecco Modified Eagle’s Medium (DMEM) media (ATCC, cat. 30-2002) containing 10% FBS, and tissue was processed immediately. Red blood cell lysis buffer was then added to deplete any remaining red blood cells for 15 min at 4ºC (RBCs; BD Biosciences). Collagenase/Dispase digestion buffer was added to the isolated cells. The suspension was processed via Percoll gradient to obtain single-cell suspensions of immune cells. These cells were filtered through 100-µm filters, where flow-through is followed with 40-µm filter strains. The cells (10^5^) were blocked with FcR blocker before antibody staining. These single-cell suspensions were stained with live dead staining (APC-Cy7) followed by antibodies (1 µl FITC-conjugated anti-CD45 (eBioscience, cat. 11-0461), 1µl PE-conjugated anti-CD11b (eBiosceince, cat. 12-0110) for 30 min on ice in the dark. Samples (cells) were further washed and fixed in 1% formalin. Multicolor flow cytometry was performed using a BD FACSCanto cell analyzer. Resulting data were collected with the FACSDiva software (BD Biosciences). The accumulated data were analyzed with FlowJo V10 software. IMC’s were quantified with compensation control beads gated for PE, APC and FITC labeled aforementioned antibodies. Forward Scatter (FSC) and Side Scatter (SSC) were performed with unstained isolated primary microglia. Using Flowjo software, the compensation controls (or standards) were applied to all unknown samples. First the cells were selected using forward scatter (FSC) and side scatter (SSC). The selected cell population was gated with FSC on X-axis and Comp-APC-Cy7 (live-dead) on Y axis. The negative-staining live population was further gated with FSC on X-axis and Comp-PE (CD11b^+^) on Y axis. Positive cells were further gated for Comp-PE (CD11b^+^) on X-axis with Comp-FITC (CD45^+^) on y-axis. Cells expressing CD45 were divided into high (hi) or low (lo) expression groups using rectangular gates based on size.

### *In vivo* Purkinje cell electrophysiology

Recordings of Purkinje neurons were performed as previously described^97^. Briefly, *in vivo* extracellular single-unit recordings were obtained using 5-15 MΩ glass electrodes backfilled with 0.9% (w/v) saline. Male mice in GF and BIF groups were used for recordings (*n* = 3-5 animals/group with 3 separate recordings per animal). Animals were anesthetized throughout recording sessions with 0.25-4% isoflurane vaporized in pressurized oxygen and a mixture of 80 mg/kg ketamine and 16 mg/kg dexmedetomidine. Craniotomies were performed 6.5 mm posterior and 0-1.5 mm lateral of Bregma with a diameter of 1-3 mm, permitting access to lobules IV-VIII of the cerebellar vermis. A motorized micromanipulator (Sutter Instruments) was used to lower the electrode into the cerebellum. The signals were band-pass filtered at 0.3-13 kHz, amplified with an ELC-03XS amplifier (NPI), and digitized in real time in Spike2 (CED). Purkinje cell recordings were identified by the presence of both simple spikes and complex spikes, and isolated Purkinje cells were held for ~300 s. Spike sorting and analysis was performed with Spike2 and MATLAB scripts. Spike firing frequency (Hz = spike/s) and firing pattern variability were calculated for each Purkinje cell. Average variability in firing pattern was quantified using the coefficient of variance (CV) of the interspike time interval (ISI) [CV = (standard deviation of ISIs)/(mean of ISIs)]. To measure rhythmicity during burst firing, CV2 of the ISI was calculated [CV2 = 2|ISIn+1 – ISIn| / (ISIn+1 + ISIn)] (Holt *et al*., 1996).

#### Statistical data analysis

Data were analyzed using the GraphPad Prism software (La Jolla, CA, USA). The Kolmogorov-Smirnov test was used to determine if data were normally distributed. Non-parametric data were log-transformed to pass normality tests before analysis by ANOVA. A one-way ANOVA test with appropriate post hoc test was used to evaluate statistical significance. For the flow cytometry analysis, the percentages of cells expressing CD11b^+^ CD45^low^ was compared between groups via one-way ANOVA followed by multiple comparisons testing via Tukey’s Honest Significant Difference test. For the electrophysiology studies, the statistical analyses were performed with unpaired, two-tailed Student’s t-tests. Kruskal-Wallis tests with Dunn’s Multiple Comparison post hoc tests were used to analyze non-parametric data where appropriate. Statistical significance was considered to be *p* < 0.05. All data are expressed as mean ± stdev.

## Supplementary information

Supplemental Table.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). The detailed datasets analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Bifidobacteria shape host neural circuits during postnatal development by promoting synapse formation and microglial function
**Source:** Sci Rep. 2020 May 8;10:7737. doi: 10.1038/s41598-020-64173-3
**Supplement:** Supplementary file 1 — Supplemental Table.

## SUPPLEMENTARY INFORMATION

### Bifidobacteria shape host neural circuits during postnatal development by promoting synapse formation and microglial function

Berkley Luck<sup>1,2,7</sup>, Melinda A. Engevik<sup>\*1,2</sup>, Bhanu Priya Ganesh<sup>3</sup>, Elizabeth P. Lackey<sup>2,4</sup>, Tao Lin<sup>1,2</sup>, Miriam Balderas<sup>2,6</sup>, Angela Major<sup>2</sup>, Jessica Runge<sup>2,5</sup>, Ruth Ann Luna<sup>2,5</sup>, Roy V. Sillitoe<sup>1,2,4,5</sup>, James Versalovic<sup>1,2,6</sup>

| Supplementary Table S1. Synapse-related genes assessed in RT <sup>2</sup> PCR array |        |                                                                    |
|-------------------------------------------------------------------------------------|--------|--------------------------------------------------------------------|
| RefSeq Number                                                                       | Symbol | Description                                                        |
| NM_007399                                                                           | Adam10 | A disintegrin and metallopeptidase domain 10                       |
| NM_009622                                                                           | Adcy1  | Adenylate cyclase 1                                                |
| NM_009623                                                                           | Adcy8  | Adenylate cyclase 8                                                |
| NM_009652                                                                           | Akt1   | Thymoma viral proto-oncogene 1                                     |
| NM_018790                                                                           | Arc    | Activity regulated cytoskeletal-associated protein                 |
| NM_007540                                                                           | Bdnf   | Brain derived neurotrophic factor                                  |
| NM_177407                                                                           | Camk2a | Calcium/calmodulin-dependent protein kinase II alpha               |
| NM_178597                                                                           | Camk2g | Calcium/calmodulin-dependent protein kinase II gamma               |
| NM_007664                                                                           | Cdh2   | Cadherin 2                                                         |
| NM_009883                                                                           | Cebpb  | CCAAT/enhancer binding protein (C/EBP), beta                       |
| NM_007679                                                                           | Cebpd  | CCAAT/enhancer binding protein (C/EBP), delta                      |
| NM_007726                                                                           | Cnr1   | Cannabinoid receptor 1 (brain)                                     |
| NM_133828                                                                           | Creb1  | CAMP responsive element binding protein 1                          |
| NM_013498                                                                           | Crem   | CAMP responsive element modulator                                  |
| NM_007864                                                                           | Dlg4   | Discs, large homolog 4 (Drosophila)                                |
| NM_007913                                                                           | Egr1   | Early growth response 1                                            |
| NM_010118                                                                           | Egr2   | Early growth response 2                                            |
| NM_018781                                                                           | Egr3   | Early growth response 3                                            |
| NM_020596                                                                           | Egr4   | Early growth response 4                                            |
| NM_010142                                                                           | Ephb2  | Eph receptor B2                                                    |
| NM_010234                                                                           | Fos    | FBJ osteosarcoma oncogene                                          |
| NM_176942                                                                           | Gabra5 | Gamma-aminobutyric acid (GABA) A receptor, subunit alpha 5         |
| NM_010305                                                                           | Gnai1  | Guanine nucleotide binding protein (G protein), alpha inhibiting 1 |
| NM_008165                                                                           | Gria1  | Glutamate receptor, ionotropic, AMPA1 (alpha 1)                    |
| NM_013540                                                                           | Gria2  | Glutamate receptor, ionotropic, AMPA2 (alpha 2)                    |
| NM_016886                                                                           | Gria3  | Glutamate receptor, ionotropic, AMPA3 (alpha 3)                    |
| NM_019691                                                                           | Gria4  | Glutamate receptor, ionotropic, AMPA4 (alpha 4)                    |
| NM_008169                                                                           | Grin1  | Glutamate receptor, ionotropic, NMDA1 (zeta 1)                     |
| NM_010350                                                                           | Grin2c | Glutamate receptor, ionotropic, NMDA2C (epsilon 3)                 |
| NM_008172                                                                           | Grin2d | Glutamate receptor, ionotropic, NMDA2D (epsilon 4)                 |
| NM_008170                                                                           | Grin2a | Glutamate receptor, ionotropic, NMDA2A (epsilon 1)                 |
| NM_008171                                                                           | Grin2b | Glutamate receptor, ionotropic, NMDA2B (epsilon 2)                 |
| NM_133442                                                                           | Grip1  | Glutamate receptor interacting protein 1                           |
| NM_016976                                                                           | Grm1   | Glutamate receptor, metabotropic 1                                 |
| NM_001160353                                                                        | Grm2   | Glutamate receptor, metabotropic 2                                 |
| NM_181850                                                                           | Grm3   | Glutamate receptor, metabotropic 3                                 |

**Supplementary Table S1. Synapse-related genes assessed in RT<sup>2</sup> PCR array (continued)**

|              |          |                                                                                    |
|--------------|----------|------------------------------------------------------------------------------------|
| NM_001013385 | Grm4     | Glutamate receptor, metabotropic 4                                                 |
| NM_001081414 | Grm5     | Glutamate receptor, metabotropic 5                                                 |
| NM_177328    | Grm7     | Glutamate receptor, metabotropic 7                                                 |
| NM_008174    | Grm8     | Glutamate receptor, metabotropic 8                                                 |
| NM_152134    | Homer1   | Homer homolog 1 (Drosophila)                                                       |
| NM_010512    | Igf1     | Insulin-like growth factor 1                                                       |
| NM_008380    | Inhba    | Inhibin beta-A                                                                     |
| NM_010591    | Jun      | Jun oncogene                                                                       |
| NM_008416    | Junb     | Jun-B oncogene                                                                     |
| NM_010623    | Kif17    | Kinesin family member 17                                                           |
|              |          |                                                                                    |
| NM_013692    | Klf10    | Kruppel-like factor 10                                                             |
| NM_011949    | Mapk1    | Mitogen-activated protein kinase 1                                                 |
| NM_013599    | Mmp9     | Matrix metalloproteinase 9                                                         |
| NM_010875    | Ncam1    | Neural cell adhesion molecule 1                                                    |
| NM_008689    | Nfkb1    | Nuclear factor of kappa light polypeptide gene enhancer in B-cells 1, p105         |
| NM_010908    | Nfkbib   | Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, beta |
| NM_013609    | Ngf      | Nerve growth factor                                                                |
| NM_033217    | Ngfr     | Nerve growth factor receptor (TNFR superfamily, member 16)                         |
| NM_008712    | Nos1     | Nitric oxide synthase 1, neuronal                                                  |
| NM_008837    | Pick1    | Protein interacting with C kinase 1                                                |
| NM_016789    | Nptx2    | Neuronal pentraxin 2                                                               |
| NM_008742    | Ntf3     | Neurotrophin 3                                                                     |
| NM_198190    | Ntf5     | Neurotrophin 5                                                                     |
| NM_008745    | Ntrk2    | Neurotrophic tyrosine kinase, receptor, type 2                                     |
| NM_021543    | Pcdh8    | Protocadherin 8                                                                    |
| NM_008842    | Pim1     | Proviral integration site 1                                                        |
| NM_008872    | Plat     | Plasminogen activator, tissue                                                      |
| NM_021280    | Plcg1    | Phospholipase C, gamma 1                                                           |
| NM_031868    | Ppp1ca   | Protein phosphatase 1, catalytic subunit, alpha isoform                            |
| NM_013636    | Ppp1cc   | Protein phosphatase 1, catalytic subunit, gamma isoform                            |
| NM_026731    | Ppp1r14a | Protein phosphatase 1, regulatory (inhibitor) subunit 14A                          |
| NM_019411    | Ppp2ca   | Protein phosphatase 2 (formerly 2A), catalytic subunit, alpha isoform              |
| NM_008913    | Ppp3ca   | Protein phosphatase 3, catalytic subunit, alpha isoform                            |
| NM_011101    | Prkca    | Protein kinase C, alpha                                                            |
| NM_011102    | Prkcg    | Protein kinase C, gamma                                                            |
| NM_011160    | Prkg1    | Protein kinase, cGMP-dependent, type I                                             |
| NM_009001    | Rab3a    | RAB3A, member RAS oncogene family                                                  |
| NM_009045    | Rela     | V-rel reticuloendotheliosis viral oncogene homolog A (avian)                       |
| NM_011261    | Reln     | Reelin                                                                             |
| NM_009061    | Rgs2     | Regulator of G-protein signaling 2                                                 |
| NM_053075    | Rheb     | Ras homolog enriched in brain                                                      |
| NM_019812    | Sirt1    | Sirtuin 1 (silent mating type information regulation 2, homolog) 1                 |
| NM_020493    | Srf      | Serum response factor                                                              |
| NM_177340    | Synpo    | Synaptopodin                                                                       |
| NM_011593    | Timp1    | Tissue inhibitor of metalloproteinase 1                                            |

| <b>Supplementary Table S1. Synapse-related genes assessed in RT<sup>2</sup> PCR array (continued)</b> |          |                                                                                           |
|-------------------------------------------------------------------------------------------------------|----------|-------------------------------------------------------------------------------------------|
| <b>NM_013693</b>                                                                                      | Tnf      | Tumor necrosis factor                                                                     |
| <b>NM_007393</b>                                                                                      | Actb     | Actin, beta                                                                               |
| <b>NM_011739</b>                                                                                      | Ywhaq    | Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta polypeptide |
| <b>NM_009735</b>                                                                                      | B2m      | Beta-2 microglobulin                                                                      |
| <b>NM_008084</b>                                                                                      | Gapdh    | Glyceraldehyde-3-phosphate dehydrogenase                                                  |
| <b>NM_010368</b>                                                                                      | Gusb     | Glucuronidase, beta                                                                       |
| <b>NM_008302</b>                                                                                      | Hsp90ab1 | Heat shock protein 90 alpha (cytosolic), class B member 1                                 |
| <b>SA_00106</b>                                                                                       | MGDC     | Mouse Genomic DNA Contamination                                                           |
| <b>SA_00104</b>                                                                                       | RTC      | Reverse Transcription Control                                                             |
| <b>SA_00103</b>                                                                                       | PPC      | Positive PCR Control                                                                      |

**Supplementary Table S2. Results of Synaptic Plasticity qPCR array (genes >1.5-fold differentially regulated)**

| CEREBELLUM    |          |                 |          |               |          |                 |          | CORTEX      |          |               |          |            |          |               |          | HIPPOCAMPUS |          |              |          |             |          |              |          |
|---------------|----------|-----------------|----------|---------------|----------|-----------------|----------|-------------|----------|---------------|----------|------------|----------|---------------|----------|-------------|----------|--------------|----------|-------------|----------|--------------|----------|
| P4            |          |                 |          |               |          |                 |          | P4          |          |               |          |            |          |               |          | P4          |          |              |          |             |          |              |          |
| CONV vs. GF   |          |                 |          | BIF vs. GF    |          |                 |          | CONV vs. GF |          |               |          | BIF vs. GF |          |               |          | CONV vs. GF |          |              |          | BIF vs. GF  |          |              |          |
| UP            |          | DOWN            |          | UP            |          | DOWN            |          | UP          |          | DOWN          |          | UP         |          | DOWN          |          | UP          |          | DOWN         |          | UP          |          | DOWN         |          |
| Gene          | Fold reg | Gene            | Fold reg | Gene          | Fold reg | Gene            | Fold reg | Gene        | Fold reg | Gene          | Fold reg | Gene       | Fold reg | Gene          | Fold reg | Gene        | Fold reg | Gene         | Fold reg | Gene        | Fold reg | Gene         | Fold reg |
| <i>Tnf</i>    | 3.2      | <i>Gabra5</i>   | -6.71    | <i>Tnf</i>    | 4.11     | <i>Egr4</i>     | -9.87    |             |          | <i>Bdnf</i>   | -2.32    | <i>Arc</i> | 1.87     | <i>Nfkbib</i> | -2.33    | <i>Ntf3</i> | 1.64     | <i>Plcg1</i> | -2.73    | <i>Tnf</i>  | 1.65     | <i>Ntf5</i>  | -4.24    |
| <i>Ntf3</i>   | 2.4      | <i>Bdnf</i>     | -3.85    | <i>Ntf3</i>   | 1.93     | <i>Gabra5</i>   | -5.38    |             |          | <i>Kif17</i>  | -2.29    | <i>Fos</i> | 1.62     | <i>Tnf</i>    | -2.07    |             |          | <i>Ntf5</i>  | -2.1     | <i>Junb</i> | 1.64     | <i>Plcg1</i> | -3.12    |
| <i>Nfkbib</i> | 1.89     | <i>Ngf</i>      | -3.49    | <i>Creb1</i>  | 1.76     | <i>Bdnf</i>     | -3.72    |             |          | <i>Gria2</i>  | -1.84    |            |          | <i>Junb</i>   | -1.77    |             |          | <i>Prkcg</i> | -1.61    |             |          | <i>Grm8</i>  | -1.63    |
|               |          | <i>Adcy8</i>    | -3.37    | <i>Adam10</i> | 1.59     | <i>Ngf</i>      | -3.49    |             |          | <i>Junb</i>   | -1.65    |            |          | <i>Cdh2</i>   | -1.7     |             |          |              |          |             |          | <i>Ngfr</i>  | -1.6     |
|               |          | <i>Egr4</i>     | -2.82    |               |          | <i>Adcy8</i>    | -3.01    |             |          | <i>Mmp9</i>   | -1.63    |            |          | <i>Homer1</i> | -1.61    |             |          |              |          |             |          | <i>Pcdh8</i> | -1.56    |
|               |          | <i>Mmp9</i>     | -2.69    |               |          | <i>Grin2d</i>   | -2.59    |             |          | <i>Creb1</i>  | -1.62    |            |          | <i>Gria2</i>  | -1.6     |             |          |              |          |             |          | <i>Klf10</i> | -1.51    |
|               |          | <i>Grm8</i>     | -2.38    |               |          | <i>Nptx2</i>    | -2.55    |             |          | <i>Ntf5</i>   | -1.59    |            |          | <i>Grm7</i>   | -1.59    |             |          |              |          |             |          |              |          |
|               |          | <i>Grin2a</i>   | -2.23    |               |          | <i>Grin2a</i>   | -2.25    |             |          | <i>Gabra5</i> | -1.53    |            |          | <i>Ntrk2</i>  | -1.56    |             |          |              |          |             |          |              |          |
|               |          | <i>Grin2d</i>   | -2.02    |               |          | <i>Mmp9</i>     | -2.1     |             |          | <i>Grm8</i>   | -1.53    |            |          | <i>Creb1</i>  | -1.53    |             |          |              |          |             |          |              |          |
|               |          | <i>Camk2g</i>   | -1.96    |               |          | <i>Camk2g</i>   | -2.07    |             |          | <i>Prkg1</i>  | -1.52    |            |          | <i>Klf10</i>  | -1.53    |             |          |              |          |             |          |              |          |
|               |          | <i>Arc</i>      | -1.94    |               |          | <i>Rab3a</i>    | -1.95    |             |          |               |          |            |          | <i>Ntf3</i>   | -1.53    |             |          |              |          |             |          |              |          |
|               |          | <i>Nptx2</i>    | -1.88    |               |          | <i>Ppp1r14a</i> | -1.94    |             |          |               |          |            |          | <i>Grm8</i>   | -1.5     |             |          |              |          |             |          |              |          |
|               |          | <i>Grin1</i>    | -1.83    |               |          | <i>Arc</i>      | -1.92    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Rab3a</i>    | -1.82    |               |          | <i>Egr2</i>     | -1.91    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Grm5</i>     | -1.76    |               |          | <i>Nr4a1</i>    | -1.86    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Grm7</i>     | -1.73    |               |          | <i>Camk2a</i>   | -1.86    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Gnai1</i>    | -1.71    |               |          | <i>Grin1</i>    | -1.84    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Camk2a</i>   | -1.71    |               |          | <i>Grm8</i>     | -1.82    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Adcy1</i>    | -1.65    |               |          | <i>Egr1</i>     | -1.75    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Ppp1r14a</i> | -1.59    |               |          | <i>Adcy1</i>    | -1.74    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Pcdh8</i>    | -1.57    |               |          | <i>Cebpb</i>    | -1.67    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Nr4a1</i>    | -1.56    |               |          | <i>Grm5</i>     | -1.66    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          | <i>Ncam1</i>    | -1.5     |               |          | <i>Grm7</i>     | -1.63    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          |                 |          |               |          | <i>Synpo</i>    | -1.62    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          |                 |          |               |          | <i>Fos</i>      | -1.6     |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          |                 |          |               |          | <i>Gnai1</i>    | -1.56    |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |
|               |          |                 |          |               |          | <i>Grip1</i>    | -1.5     |             |          |               |          |            |          |               |          |             |          |              |          |             |          |              |          |

  

| CEREBELLUM    |          |               |          |              |          |               |          | CORTEX        |          |                 |          |             |          |             |          | HIPPOCAMPUS |          |                 |          |              |          |      |          |
|---------------|----------|---------------|----------|--------------|----------|---------------|----------|---------------|----------|-----------------|----------|-------------|----------|-------------|----------|-------------|----------|-----------------|----------|--------------|----------|------|----------|
| P10           |          |               |          |              |          |               |          | P10           |          |                 |          |             |          |             |          | P10         |          |                 |          |              |          |      |          |
| CONV vs. GF   |          |               |          | BIF vs. GF   |          |               |          | CONV vs. GF   |          |                 |          | BIF vs. GF  |          |             |          | CONV vs. GF |          |                 |          | BIF vs. GF   |          |      |          |
| UP            |          | DOWN          |          | UP           |          | DOWN          |          | UP            |          | DOWN            |          | UP          |          | DOWN        |          | UP          |          | DOWN            |          | UP           |          | DOWN |          |
| Gene          | Fold reg | Gene          | Fold reg | Gene         | Fold reg | Gene          | Fold reg | Gene          | Fold reg | Gene            | Fold reg | Gene        | Fold reg | Gene        | Fold reg | Gene        | Fold reg | Gene            | Fold reg | Gene         | Fold reg | Gene | Fold reg |
| <i>Tnf</i>    | 8.26     | <i>Grm4</i>   | -1.74    | <i>Tnf</i>   | 3.77     | <i>Grin2c</i> | -1.68    | <i>Tnf</i>    | 4.33     | <i>Ntf5</i>     | -3.69    | <i>Nos1</i> | 1.88     | <i>Ntf5</i> | -2.78    | <i>Tnf</i>  | 3.97     | <i>Arc</i>      | -2.11    | <i>Tnf</i>   | 5.07     |      |          |
| <i>Kif17</i>  | 2.25     | <i>Grin2c</i> | -1.64    | <i>Grip1</i> | 1.77     | <i>Bdnf</i>   | -1.62    | <i>Ntf3</i>   | 2.19     | <i>Arc</i>      | -2.02    |             |          | <i>Arc</i>  | -1.69    | <i>Ngfr</i> | 1.54     | <i>Ppp1r14a</i> | -1.76    | <i>Fos</i>   | 1.62     |      |          |
| <i>Gabra5</i> | 1.94     |               |          | <i>Klf10</i> | 1.75     | <i>Kif17</i>  | -1.53    | <i>Nos1</i>   | 2.03     | <i>Bdnf</i>     | -1.99    |             |          |             |          | <i>Nos1</i> | 1.5      | <i>Egr3</i>     | -1.62    | <i>Adcy8</i> | 1.56     |      |          |
| <i>Adcy8</i>  | 1.93     |               |          | <i>Ngfr</i>  | 1.6      |               |          | <i>Grin2d</i> | 1.6      | <i>Egr1</i>     | -1.72    |             |          |             |          |             |          | <i>Junb</i>     | -1.6     | <i>Ntf3</i>  | 1.54     |      |          |
| <i>Fos</i>    | 1.86     |               |          | <i>Cdh2</i>  | 1.58     |               |          |               |          | <i>Ppp1r14a</i> | -1.62    |             |          |             |          |             |          | <i>Grin2c</i>   | -1.56    |              |          |      |          |
| <i>Ntf5</i>   | 1.84     |               |          | <i>Rela</i>  | 1.54     |               |          |               |          | <i>Pcdh8</i>    | -1.52    |             |          |             |          |             |          |                 |          |              |          |      |          |
| <i>Ngfr</i>   | 1.67     |               |          |              |          |               |          |               |          |                 |          |             |          |             |          |             |          |                 |          |              |          |      |          |

**Supplementary Table S2. Results of Synaptic Plasticity qPCR array (genes >1.5-fold differentially regulated) (Continued)**

| CEREBELLUM    |          |              |          |               |          |               |          | CORTEX        |          |              |          |               |          |             |          | HIPPOCAMPUS |          |              |          |            |          |                 |          |
|---------------|----------|--------------|----------|---------------|----------|---------------|----------|---------------|----------|--------------|----------|---------------|----------|-------------|----------|-------------|----------|--------------|----------|------------|----------|-----------------|----------|
| P20           |          |              |          |               |          |               |          | P20           |          |              |          |               |          |             |          | P20         |          |              |          |            |          |                 |          |
| CONV vs. GF   |          |              |          | BIF vs. GF    |          |               |          | CONV vs. GF   |          |              |          | BIF vs. GF    |          |             |          | CONV vs. GF |          |              |          | BIF vs. GF |          |                 |          |
| UP            |          | DOWN         |          | UP            |          | DOWN          |          | UP            |          | DOWN         |          | UP            |          | DOWN        |          | UP          |          | DOWN         |          | UP         |          | DOWN            |          |
| Gene          | Fold reg | Gene         | Fold reg | Gene          | Fold reg | Gene          | Fold reg | Gene          | Fold reg | Gene         | Fold reg | Gene          | Fold reg | Gene        | Fold reg | Gene        | Fold reg | Gene         | Fold reg | Gene       | Fold reg | Gene            | Fold reg |
| <i>Nfkbib</i> | 3.06     | <i>Plat</i>  | -3.84    | <i>Tnf</i>    | 2.33     | <i>Gabra5</i> | -2.01    | <i>Adcy8</i>  | 7.07     | <i>Arc</i>   | -2.42    | <i>Adcy8</i>  | 6.34     | <i>Ntf5</i> | -1.62    | <i>Ntf5</i> | 2.17     | <i>Pcdh8</i> | -1.68    | <i>Fos</i> | 1.85     | <i>Ppp1r14a</i> | -1.73    |
| <i>Arc</i>    | 1.54     | <i>Fos</i>   | -3.41    | <i>Adcy8</i>  | 2.01     | <i>Ntf5</i>   | -3.34    | <i>Gria2</i>  | 1.8      | <i>Ntf5</i>  | -1.99    | <i>Tnf</i>    | 2.33     |             |          |             |          | <i>Plat</i>  | -1.67    |            |          | <i>Timp1</i>    | -1.51    |
| <i>Grin2d</i> | 1.52     | <i>Cebpd</i> | -2.61    | <i>Nfkbib</i> | 1.69     |               |          | <i>Grm3</i>   | 1.69     | <i>Cebpd</i> | -1.72    | <i>Bdnf</i>   | 2.05     |             |          |             |          | <i>Timp1</i> | -1.53    |            |          |                 |          |
|               |          | <i>Nr4a1</i> | -2.32    | <i>Pcdh8</i>  | 1.69     |               |          | <i>Junb</i>   | 1.66     | <i>Egr2</i>  | -1.59    | <i>Egr3</i>   | 1.85     |             |          |             |          | <i>Creb1</i> | -1.52    |            |          |                 |          |
|               |          | <i>Egr1</i>  | -1.55    | <i>Fos</i>    | 1.67     |               |          | <i>Adam10</i> | 1.55     |              |          | <i>Ppp1cc</i> | 1.82     |             |          |             |          | <i>Cnr1</i>  | -1.5     |            |          |                 |          |
|               |          |              |          | <i>Grin2b</i> | 1.65     |               |          | <i>Inhba</i>  | 1.52     |              |          | <i>Grm3</i>   | 1.81     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          | <i>Egr3</i>   | 1.64     |               |          |               |          |              |          | <i>Inhba</i>  | 1.8      |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          | <i>Egr4</i>   | 1.57     |               |          |               |          |              |          | <i>Homer1</i> | 1.78     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          | <i>Grm2</i>   | 1.52     |               |          |               |          |              |          | <i>B2m</i>    | 1.76     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          |               |          |               |          |               |          |              |          | <i>Gria2</i>  | 1.72     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          |               |          |               |          |               |          |              |          | <i>Pcdh8</i>  | 1.71     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          |               |          |               |          |               |          |              |          | <i>Adam10</i> | 1.66     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          |               |          |               |          |               |          |              |          | <i>Sirt1</i>  | 1.64     |             |          |             |          |              |          |            |          |                 |          |
|               |          |              |          |               |          |               |          |               |          |              |          | <i>Ppp3ca</i> | 1.59     |             |          |             |          |              |          |            |          |                 |          |

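Supplementary Table S2 lists 189 fold regulations of 63 genes. Fold regulation equals the fold change where a gene is higher in the colonized pool, and is the negative of its inverse where the gene is lower. Because the deposited wells carry no gene names, each listed value was looked up in the well that the gene would occupy if the array followed the alphabetical order of the pathway genes in Supplementary Table S1. *Nr4a1* is missing from that table and was added to the order because Supplementary Table S2 lists it. The deposited value of that well lay within 0.01 of the listed one for 188 of the 189. The values of 57 genes pointed to a single well, and those of 6 genes fitted their own well and at least one more. A further 22 pathway genes are not listed and were assigned by place in the order alone. When counted from the recalculated values, 32 of the 36 counts of genes up or down per comparison equalled those of Supplementary Table S2 and 4 differed by 1.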

The fold regulation was calculated using the  $2^{-\Delta\Delta C_t}$  relative quantification method, with the threshold for biological significance set to 1.5.

**Supplementary Table S3. Results of qRT-PCR indicating downregulation of synaptic genes in adult *Bifidobacterium* mono-colonized mice**

| Gene                                                    | Expression in <i>B. dentium</i> mono-associated mice relative to germ-free mice |         |
|---------------------------------------------------------|---------------------------------------------------------------------------------|---------|
|                                                         | Males                                                                           | Females |
| Synaptophysin ( <i>Syp</i> )                            | ↓*                                                                              | ↓       |
| Post-synaptic density protein 95 ( <i>Psd-95/dlg4</i> ) | ↓↓                                                                              | ↓       |
| Neurogranin ( <i>Nrgn</i> )                             | ↓                                                                               | NC      |
| Synapsin 1 ( <i>Syn1</i> )                              | ↓↓                                                                              | ↓       |
| Reelin ( <i>Reln</i> )                                  | ↓↓**                                                                            | ↓**     |
| Neurologin2 ( <i>Nlgn2</i> )                            | ↓↓***                                                                           | NC      |
| GABA Receptor B1 ( <i>Gabbr1</i> )                      | ↓↓*                                                                             | ↓       |

↓/ ↑ = less than 2-fold expression difference

↓↓ / ↑↑ = greater than 2-fold expression difference

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$

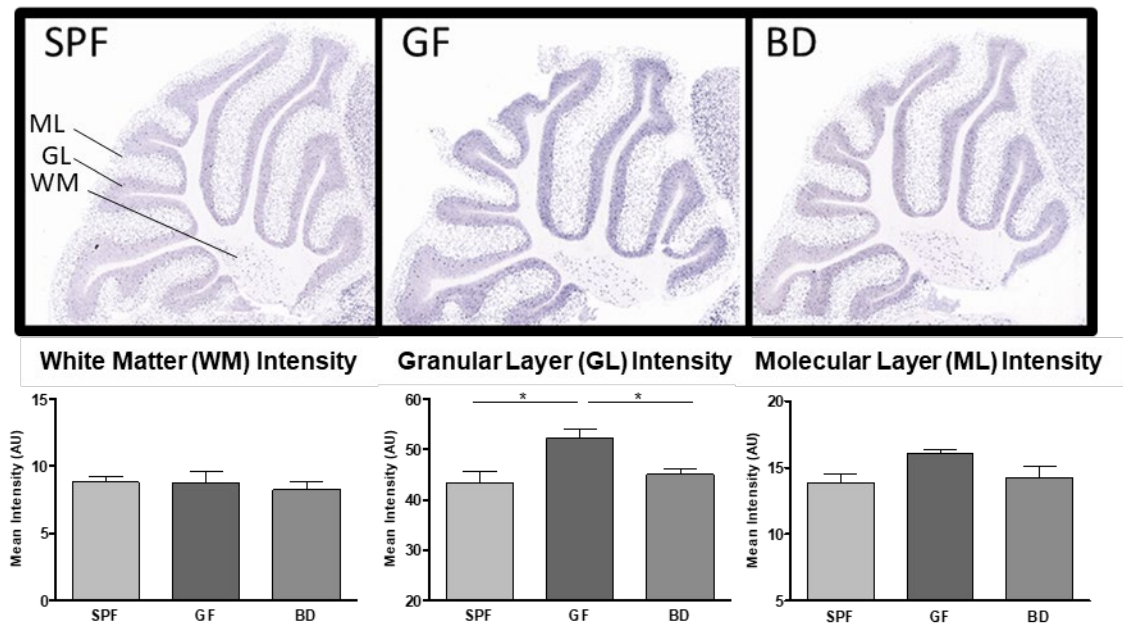

**Supplemental Figure S1. RNA *in situ* hybridization demonstrates downregulated expression of the synaptic gene *dlg4* in the adult mouse brain.**

(Top panels) Representative plots of RNA in situ hybridization demonstrating *dlg4* expression within the cerebellum of adult male germ-free and *B. dentium*- mono-associated mice. (Bottom panel) Plots are a semi-quantitative analysis of *dlg4* expression in each cerebellar layer obtained by measuring mean colorimetric intensity in each region of interest via ImageJ. All data are presented as means  $\pm$  SEM. \* $p < 0.05$ , One-way ANOVA, Tukey HSD. ( $n = 5$  adult mice per group) SPF = Specific Pathogen Free, GF=Germ-free, BD=*B. dentium* mono-associated.

How the deposited data were processed for this re-analysis (not part of the article)

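Expression was measured with the RT² Profiler mouse synaptic plasticity array in the cerebellum, cortex and hippocampus of GF, CONV and BIF mice at P4, P10 and P20. Each of the 27 conditions was represented by 1 pool of RNA from 5 male mice. The pools were run on 7 plates, 4 pools on each of 6 plates and 3 on the remaining one.

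The authors set the fluorescence threshold by hand, set the lower limit of detection to 35 and deposited the raw CT of each of the 96 wells per pool, without normalization. The deposited CTs held 30 wells at exactly 35 and 0 above it, counting the control wells. The authors also deposited a fold change (a ratio) for each well and each of 18 comparisons of a colonized pool with the GF pool of the same region and age. They calculated these ratios with the web portal of the manufacturer from the CTs, with *Gapdh* as the reference gene. In the deposited fold changes the value of the *Gapdh* well was 1 in every comparison.

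The wells are listed by position and carry no gene names. Wells were matched to genes by the order of the pathway genes by symbol, followed by the reference genes and controls, as given in Supplementary Table S1, and this order was checked against the fold regulations of Supplementary Table S2. The order departs from the sequence of that table. *Nr4a1* is missing there and was added from Supplementary Table S2, a pathway gene listed among the reference genes was placed last of the pathway genes, the NMDA receptor subunits are listed in another sequence, and 1 more gene is listed out of alphabetical order, which leaves the wells of 2 neighbouring genes not told apart. The values of *Grin2a*, *Grin2c* and *Grin2d* in Supplementary Table S2 each point to a single well, and *Grin2b* was given the well between them. Of the 84 pathway genes, 56 have listed values that point to a single well, 6 have listed values that also occur in at least one other well, and 22 were assigned by place in the order only. Of the reference genes, *B2m* was named by its listed value, *Gapdh* by its constant fold change, and *Actb*, *Gusb* and *Hsp90ab1* by place only, as were the controls for genomic DNA, reverse transcription and PCR. No well was in conflict with a listed gene. The text names no pathway gene that was assigned by place alone, except *Jun* as a member of a gene family.

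Fold changes were recalculated from the CTs by the delta-delta CT method with *Gapdh*. A gene was called up or down at 1.5-fold or more, without rounding, over the 84 pathway genes and the 4 reference genes other than *Gapdh*. A fold change relative to a pool at the limit of detection is a lower bound. With 1 pool per condition and 1 CT per gene and pool there was no replicate, and no test was made for a gene in a single comparison or for counts of genes. The technical scatter of a CT was taken from the 3 wells of each of 2 controls. The number of template molecules behind a CT is not known. The genes named in the text were taken from those the paper names for the array and, in each comparison, the gene with the largest rise and the gene with the largest fall among those past the threshold with CTs below the limit. Genes named outside this rule are the members of gene families, the genes up in both P4 cerebellum pools, and *Grip1* and *Nos1*, whose calls differ from those of Supplementary Table S2. The families were listed beforehand. The other genes of this list, and the mention of *Grin2b* and *Grin2c* by name, were chosen after their values were seen.

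The overlap of the CONV and BIF comparisons was counted per region and age, and the correlation of their log2 fold changes across genes was calculated with the GF, the CONV and the BIF pool in turn as the shared reference. The interval of each correlation came from 2000 bootstrap draws over genes. *Tnf* was compared between the colonized and GF pools with a one-sided exact permutation test over 27 assignments of the reference group to the 3 ages, in which the regions of an age were kept together. Its relation to the genomic DNA control was tested with 100000 permutations within region and age. The median of a gene family was placed among 10000 random lists of the same size matched on mean CT in 5 bins. The share of forebrain RNA in the P4 cerebellum GF pool was estimated in steps of 0.005 as the share of the GF cortex profile that, added to the mean colonized cerebellum profile, came closest to the GF cerebellum profile on the log2 scale. The stability of the reference genes was described by the SD of the CT and by the geNorm M.

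The calculations were tested on simulated data. With a log2 change of 1.5 given to 20 of 87 genes per comparison, all 360 changed genes were recovered in the right direction, and 1.66% of the 1206 unchanged genes passed the threshold. A share of 0.1 of cortex RNA was recovered as 0.095, and 0 was recovered where none was added. A rise of *Tnf* of 1.5 was recovered as 1.56.

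Alternatives were tried for the reference (the mean CT of the 5 reference genes, the mean CT of the 4 other than *Gapdh*, and the median CT of the pathway genes), for high CTs (only genes with both CTs below 35, or with both at 30 or below), for the threshold (2-fold, or fold regulation rounded to 1 decimal) and for the genes counted (the 84 pathway genes only). The other experiments of the paper, such as flow cytometry, microscopy and the qPCR of single mice, were not used here. The calculations were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.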

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

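All 4 tests in this part were chosen only after the results were seen.

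*Gria2* stood out because it moved in opposite directions in the cortex of both colonized groups at different ages. Its log2 fold change relative to GF was -0.89 in the CONV and -0.68 in the BIF cortex at P4, and 0.84 and 0.79 at P20. The difference between the ages was not tested, since each value rests on 1 pool per group. Under the 3 other normalizations all 12 of these fold changes kept their direction, and 7 of the 12 stayed past 1.5-fold. The choice of *Gapdh* alone therefore does not account for the opposite directions, while its part in the size of the changes cannot be told apart. The P4 cortex pools were on 3 plates and the P20 cortex pools on one, and a plate effect on this single gene could not be tested without replicates. An age-dependent response to colonization remains a hypothesis.

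*Tnf* stood out because its direction differed between regions at P4. Its log2 fold change was 1.69 in the CONV and 2.05 in the BIF cerebellum, and -0.59 and -1.05 in the cortex. The difference between the regions was not tested. A choice of reference other than *Gapdh* left the direction of all 12 fold changes tried as it was, so the normalization alone is not a candidate explanation for the opposite signs. High CTs remain one. *Tnf* CTs in these pools were between 31.94 and 34.9. For genes other than *Tnf* with a mean CT of 32 to 35, the SD of the log2 ratio of BIF over CONV was 0.916, from 8 values. The SD stands for few genes, since most of these values are of *Ntf5*. That SD holds any real difference between the BIF and CONV groups as well as scatter of the assay. The falls in the cortex are near it in size and the rises in the cerebellum are above it. With no replicates, the pattern cannot be told apart from scatter of CT values near the detection limit. The P4 cortex pools were also on 3 plates, and a plate effect on this gene was not tested. A regional difference in the response to colonization remains a hypothesis.

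The genomic DNA control stood out because the paper reports that all samples passed it and gives no values, while 3 pools, all of BIF mice, had a signal below the limit of detection. The CTs were 34.85 in the BIF hippocampus at P20, 33.81 in the BIF cerebellum at P4 and 33.81 in the BIF cerebellum at P20, against the limit of 35 in the other 24 pools. If genomic DNA had raised the readings, genes with high CTs could be expected to be further up in these BIF pools than in the others. The median log2 ratio of BIF over CONV of the genes with a mean CT above 30, less that of the other genes, was 0.02 in the cerebellum at P4, -0.54 in the cerebellum at P20 and -0.45 in the hippocampus at P20. It ranged from -0.59 to 0.37 in the other 6 sets, so 0 of the 3 lay above the highest of these. Genomic DNA in the RNA is therefore not visible in the genes with high CTs of these 3 sets. No biological explanation was tested for a control that measures DNA, and the control has 1 well per pool.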

How the results depend on the processing

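No test was added to this part after its result was seen, but the count without the cerebellum and the 3 normalizations of the mean *Tnf* difference were alternatives chosen after seeing the data, as was the mean CT of the PCR and reverse transcription controls together (20.4, against 19.7 for the PCR control). All other alternatives were set before the data were examined. Results without a test are called changed here when a count moved by more than 1.5 times. Of 66 counts and values compared, 50 changed under at least one alternative. The median log2 fold changes of all genes and the named genes were counted apart. No paired analysis was possible because each condition is a single pool and every replicate number is 1. The alternative of using CTs as deposited without a limit could not be run, since none is above 35. For *Tnf*, no comparison at P4 or P10 was left when both CTs had to be 30 or below, so that alternative gives no value.

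With the mean CT of the 5 reference genes in place of *Gapdh*, genes down at P4 went from 11 to 3 in the CONV cortex, from 12 to 4 in the BIF cortex and from 6 to 3 in the BIF hippocampus. At P10, genes down went from 2 to 7 in the CONV cerebellum, from 3 to 7 in the BIF cerebellum and from 0 to 1 in the BIF hippocampus, and genes up from 6 to 1 in the BIF cerebellum and from 4 to 1 in the BIF hippocampus. At P20, genes down went from 2 to 6 in the BIF cerebellum, from 4 to 7 in the CONV cortex, from 1 to 2 in the BIF cortex, from 5 to 0 in the CONV hippocampus and from 2 to 4 in the BIF hippocampus. Genes up at P20 went from 3 to 1 in the CONV cerebellum, from 9 to 2 in the BIF cerebellum and from 14 to 3 in the BIF cortex. Genes down in both colonized pools went from 5 to 0 in the P4 cortex, from 1 to 3 in the P10 cerebellum, from 0 to 1 in the P10 hippocampus, from 0 to 2 in the P20 cerebellum and from 1 to 0 in the P20 hippocampus. The sum over regions went from 29 to 18 in the BIF pools at P20.

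With the mean CT of the 4 reference genes other than *Gapdh*, genes down at P4 went from 11 to 3 in the CONV cortex, from 12 to 3 in the BIF cortex and from 6 to 2 in the BIF hippocampus. At P10 they went from 2 to 10 in the CONV cerebellum, from 3 to 8 in the BIF cerebellum, from 6 to 10 in the CONV cortex and from 0 to 1 in the BIF hippocampus. Genes up at P10 went from 6 to 1 in the BIF cerebellum and from 4 to 1 in the BIF hippocampus. At P20 the count down went from 5 to 8 in the CONV cerebellum, from 2 to 9 in the BIF cerebellum, from 4 to 8 in the CONV cortex, from 1 to 4 in the BIF cortex, from 5 to 0 in the CONV hippocampus and from 2 to 4 in the BIF hippocampus. The count up at P20 went from 3 to 1 in the CONV cerebellum, from 9 to 2 in the BIF cerebellum, from 6 to 3 in the CONV cortex, from 14 to 3 in the BIF cortex and from 1 to 2 in the CONV hippocampus. Those down in both colonized pools went from 5 to 0 in the P4 cortex, from 1 to 3 in the P10 cerebellum, from 0 to 1 in the P10 hippocampus, from 0 to 3 in the P20 cerebellum, from 1 to 3 in the P20 cortex and from 1 to 0 in the P20 hippocampus.

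With the median CT of the pathway genes as the reference, genes down at P4 went from 23 to 14 in the CONV cerebellum, from 11 to 3 in the CONV cortex and from 12 to 2 in the BIF cortex, and genes up from 4 to 7 in the CONV cerebellum and from 2 to 7 in the BIF cortex. At P10 the count down went from 5 to 1 in the CONV hippocampus and the count up from 2 to 6 in the CONV hippocampus and from 4 to 1 in the BIF hippocampus. At P20 the count down went from 2 to 4 in the BIF cerebellum, from 5 to 0 in the CONV hippocampus and from 2 to 1 in the BIF hippocampus, and the count up from 3 to 7 in the CONV cerebellum, from 9 to 2 in the BIF cerebellum and from 6 to 11 in the CONV cortex. Genes down in both colonized pools went from 5 to 0 in the P4 cortex and from 1 to 0 in the P20 hippocampus.

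A change of reference adds the same number to every gene of a comparison. The *Gapdh* CT moved relative to the mean of the 4 other reference genes by between -0.26 and 0.43 cycles over the 18 comparisons, and the median of all genes moved beyond its bootstrap interval in 14 of them with the 5 reference genes, 14 with the 4 others and 12 with the median CT. For this reason the correlations across genes cannot change with the reference, and their lack of change under these 3 alternatives shows nothing. Which reference is closest to the true amount of RNA was not tested. At P4, 81 fold changes were down and 13 up with *Gapdh* (86.2% down), against 46 and 23 (66.7%) with the median CT of the pathway genes. They were 61 and 15 (80.3%) with the 5 reference genes and 59 and 16 (78.7%) with the 4 others. At P10, 18 down and 24 up became 31 and 15 with the 5 reference genes and 37 and 15 with the 4 others, so the more frequent direction turned, but 14 and 28 with the median CT, where it did not. At P20, 19 down and 34 up became 25 and 12 with the 5 reference genes and 33 and 12 with the 4 others, again a turn, but 13 and 35 with the median CT and 7 and 8 at a threshold of 2-fold.

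When only genes with both CTs below 35 were counted, genes up at P10 went from 2 to 1 in the CONV hippocampus, and the *Tnf* comparisons up at P4 and P10 went from 8 to 4. The 4 left out have a GF pool at the limit and are lower bounds of a rise, so this filter could only remove rises and does not bear on their support. When both CTs had to be 30 or below, genes down at P4 went from 11 to 7 in the CONV cortex, and genes up from 4 to 2 in the CONV cerebellum and from 2 to 0 in the BIF hippocampus. At P10, genes down went from 2 to 1 in the BIF cortex, and genes up from 7 to 4 in the CONV cerebellum and from 2 to 1 in the CONV hippocampus. At P20, genes down went from 2 to 0 in the BIF cerebellum and from 1 to 0 in the BIF cortex, and genes up from 1 to 0 in the CONV hippocampus. Genes down in both colonized pools went from 5 to 3 in the P4 cortex, from 2 to 1 in the P4 hippocampus, from 2 to 1 in the P10 cortex, from 1 to 0 in the P20 cortex and from 1 to 0 in the P20 hippocampus. The genes that these filters remove have the largest scatter, and whether their changes are real was not tested.

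At a threshold of 2-fold, genes down at P4 went from 23 to 9 in the CONV cerebellum, from 26 to 10 in the BIF cerebellum, from 11 to 2 in the CONV cortex, from 12 to 2 in the BIF cortex and from 6 to 2 in the BIF hippocampus. Genes up at P4 went from 4 to 2 in the CONV cerebellum, from 4 to 1 in the BIF cerebellum, from 2 to 0 in the BIF cortex, from 1 to 0 in the CONV hippocampus and from 2 to 0 in the BIF hippocampus. At P10 the number down went from 2 to 0 in the CONV cerebellum, from 3 to 0 in the BIF cerebellum, from 6 to 3 in the CONV cortex, from 2 to 1 in the BIF cortex and from 5 to 1 in the CONV hippocampus. The number up at P10 went from 7 to 2 in the CONV cerebellum, from 6 to 1 in the BIF cerebellum, from 1 to 0 in the BIF cortex, from 2 to 1 in the CONV hippocampus and from 4 to 1 in the BIF hippocampus. At P20 the number down went from 4 to 1 in the CONV cortex, from 1 to 0 in the BIF cortex, from 5 to 0 in the CONV hippocampus and from 2 to 0 in the BIF hippocampus. The number up at P20 went from 3 to 1 in the CONV cerebellum, from 9 to 2 in the BIF cerebellum, from 6 to 1 in the CONV cortex, from 14 to 3 in the BIF cortex and from 1 to 0 in the BIF hippocampus. Genes down in both colonized pools went from 21 to 8 in the P4 cerebellum, from 5 to 0 in the P4 cortex, from 1 to 0 in the P10 cerebellum, from 2 to 1 in the P10 cortex, from 1 to 0 in the P20 cortex and from 1 to 0 in the P20 hippocampus. Summed over regions, the counts went from 42 to 15 in the CONV pools at P4, from 52 to 15 in the BIF pools at P4, from 26 to 10 in the CONV pools at P10, from 16 to 3 in the BIF pools at P10, from 24 to 8 in the CONV pools at P20 and from 29 to 7 in the BIF pools at P20.

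With fold regulation rounded to 1 decimal before the threshold, genes down at P4 went from 11 to 17 in the CONV cortex. Genes up at P10 went from 1 to 4 in the BIF cortex and from 4 to 7 in the BIF hippocampus. The count down at P20 went from 2 to 4 in the BIF hippocampus. Genes down in both colonized pools went from 0 to 1 in the P20 cerebellum. Counting only the 84 pathway genes changed none of these counts by more than 1.5 times.

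P4 had the most genes past the threshold in the BIF pools under the 3 other normalizations, both filters on high CTs and without the cerebellum. In the CONV pools it had the most under the 5 reference genes (34 at P4, 32 at P10 and 19 at P20) and both filters on high CTs. With the 4 reference genes other than *Gapdh* the age with the most genes was P10 (37, against 34 at P4), and with the median CT of the pathway genes P4 and P10 were tied at 29. Without the cerebellum it was P10 (17, against 15 at P4 and 16 at P20). The cause was not tested beyond the counts themselves.

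Of the 97 fold changes of named genes, 15 were no longer past 1.5-fold with the 5 reference genes, 16 with the 4 others and 24 with the median CT of the pathway genes, and 0 reversed. The filters on high CTs left out 5 and 32 of the 97. The mean *Tnf* difference of 1.03 was 0.95, 0.93 and 1.09 under these 3 normalizations, each again the largest of the 27 assignments. Such a p can fall no lower in this design, so its lack of change shows no stability. The number of sets in which the GF pool lay farther from both colonized pools than these lay from each other was 3, and 2 to 4 under the alternatives. The sets were the same ones under both filters on high CTs, but not under the 3 normalizations. The P4 cerebellum was among them under every normalization and filter tried. The share of forebrain RNA of 0.07 was 0.055 with the hippocampus in place of the cortex, 0.065 with the CONV pool alone and 0.08 with the BIF pool alone, within its bootstrap interval over genes of 0.01 to 0.18.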

Differences from the paper's values

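No test was added to this part after its result was seen. The mean CT of the PCR control was 19.7, and the value of the paper is 20.37 (SD 0.26). With the wells of the reverse transcription control counted together with those of the PCR control, an alternative chosen after seeing the values, the mean was 20.4. The SD was then 0.101 over pools and 0.689 over wells, and neither equals the SD of the paper. None of the alternatives set before the data were examined changes this mean. The mean *Gapdh* CT was 19.6, and the value of the paper is 19.944 (SD 0.33). None of the alternatives set before the data were examined changes it either.

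The paper shows about 1 gene down in the BIF cortex at P10 in Fig. 2a, read by eye, and 2 were counted. Of the alternatives set before the data were examined, the filter that keeps genes with both CTs at 30 or below and the threshold of 2-fold each gave 1. The 3 normalizations, the filter at 35, rounding and the count of pathway genes only gave 2 or 3. For the BIF hippocampus at P10 the paper shows about 1 gene up in Fig. 2a, read by eye, and 4 were counted. The 3 other normalizations and the threshold of 2-fold each gave 1, and both filters, rounding and the count of pathway genes only gave 3 to 7. For the CONV hippocampus at P20 the paper shows about 2 genes up in Fig. 2a, read by eye, and 1 was counted. The mean CT of the 4 reference genes other than *Gapdh* gave 2, and the other alternatives gave 0 or 1. Of the 36 counts, those read from Fig. 2a equal the lists of the paper in Supplementary Table S2 in 27 and the counts made here in 23.

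The paper shows a *Tnf* fold change of about 1 in the CONV cortex at P4 in Fig. 3e, read by eye, and the recalculated value was 0.664. The mean CT of the 5 reference genes gave 0.763, that of the 4 others 0.790 and the median CT of the pathway genes 0.776, each within 1.5 times of the value of the paper, while the filter at 35 left it as it was. In the BIF cortex at P4 the paper shows a *Tnf* fold change of about 1 in Fig. 3e, read by eye, and the recalculated value was 0.483. None of the alternatives set before the data were examined closed this gap. The paper shows a fold regulation of *Egr4* of about -1 in the BIF cerebellum at P4 in Fig. 2c, read by eye, and the recalculated value was -9.85. None of the alternatives closed this gap, and the value of the paper in Supplementary Table S2 lies within 2% of the recalculated one.

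The paper states that *Gapdh* was the most stably expressed reference gene on all panels. It had the lowest SD of the 5 over all pools and on 2 of the 7 plates, and *Hsp90ab1* and *Gusb* had a lower geNorm M. The paper states that *Tnf* was upregulated in the brain regions studied at P4 and P10 in both colonized groups. Its recalculated log2 fold change was -0.59 in the CONV and -1.05 in the BIF cortex at P4, and it was up in 8 of the 12 comparisons at these ages. In Fig. 2b the paper places *Grm8* among the genes down in CONV alone and *Camk2g* among those down in BIF alone, and it places *Nptx2* in 2 of the sets. In the P4 cerebellum *Grm8* was 2.38-fold lower in the CONV and 1.83-fold lower in the BIF pool, *Camk2g* 1.95-fold and 2.06-fold lower, and *Nptx2* 1.88-fold and 2.55-fold lower. The paper states that *Bdnf* and *Arc* are increased in GF mice. *Arc* was 1.87-fold higher in the BIF cortex than in the GF cortex at P4 and 1.54-fold higher in the CONV than in the GF cerebellum at P20. Supplementary Table S2 of the paper lists *Grip1* as down in the BIF cerebellum at P4 and *Nos1* as up in the CONV hippocampus at P10. The recalculated values were 1.49-fold for both, and both are called when fold regulation is rounded to 1 decimal. *Nos1* is also called with the mean CT of the 5 reference genes, that of the 4 other than *Gapdh*, and the median CT of the pathway genes. *Tnf* in the CONV cortex at P4, 1.51-fold lower, and 1 gene assigned to its well by place alone, 1.51-fold higher in the CONV cerebellum at P4, were called here and are not in that table.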

Other observations

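The tests of forebrain RNA, of *Gapdh* and of developmental stage in the P4 cerebellum, of the shared GF pool over 9 sets, of plates, and of *Tnf* near the limit and with genomic DNA were chosen beforehand, and all other tests in this part were chosen only after the result was seen.

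The lower expression of many genes in both colonized P4 cerebellum pools could come from forebrain or other tissue in the GF cerebellum pool. The genes that were higher in the GF pool tended to be those with more expression in the forebrain. Across genes, the log2 fold change correlated with the ratio of cortex over cerebellum in the other colonized group at r = -0.49 for the CONV and -0.41 for the BIF comparison. The share of the GF cortex profile that brought the colonized profile closest to the GF profile was 0.07 at P4 and 0 at P10 and P20. Adding it lowered the root mean square difference over genes from 0.721 to 0.639, and the number of genes at least 1.5-fold higher in the GF pool was 23 without it and 16 with it, so a share of this size would leave most of that number. Since genes that respond to colonization in the cerebellum may also be genes of the forebrain, the pattern cannot be told apart from this explanation. Normalization to *Gapdh* alone is the next explanation. The count of genes down in the CONV pool was lowest, at 14, with the median CT of the pathway genes. It was 22 with the mean CT of the 5 reference genes or of the 4 other than *Gapdh*, against 23 with *Gapdh*, and 20 of the 21 genes down in both pools remained so with either. The *Gapdh* CT moved relative to the 4 others by -0.03 cycles in the CONV and -0.06 in the BIF pool, so these references do not point to *Gapdh* as the source. The median itself moves with any fall shared by many genes, so with it alone a shared fall and an effect of the reference cannot be told apart. A different developmental stage of the GF pool was tested by the correlation of the fold changes with the change from P4 to P10 in the colonized cerebellum. The value farthest from 0 was r = -0.21, which does not point to a difference in stage. An effect of colonization remains a hypothesis that these pools cannot separate from forebrain tissue or the isolator.

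The similar fold changes of the CONV and BIF pools could come from the GF pool that both comparisons share. Over the 9 sets, the correlation with GF as the reference was above that with both other references in 3 sets, so in the other sets the similarity may come from the shared pool. In the P4 cerebellum the higher of the correlations with another reference was 0.41, against 0.89 with GF, so the sharing of a pool alone would not give that value. It would still arise if the GF pool alone were unusual.

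The P4 cortex and hippocampus pools were on different plates, which could widen the fold changes. The largest SD of the log2 fold changes over genes in these 4 comparisons was 0.385. The 14 comparisons on one plate had SDs from 0.242 to 0.711, and up to 0.484 outside the P4 cerebellum. The spread was thus not above that on one plate, but plates go together with region and age here, so a smaller widening cannot be ruled out.

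The fall in the P4 cortex may follow from normalization to *Gapdh* alone. The other normalizations gave at most 3 genes down in the CONV cortex, against 11 with *Gapdh*. The same explanation may hold for the genes up in the BIF cortex at P20, where the mean CT of the 5 reference genes, or of the 4 other than *Gapdh*, gave 3 and *Gapdh* gave 14. The median CT of the pathway genes gave 13 there, so that count did not fall under each of the 3 normalizations. At P20 the genes up in the BIF cerebellum and those down in the CONV hippocampus did become fewer under each of them. The same explanation may hold for these counts. The *Gapdh* CT moved by 0.415 cycles in that BIF cerebellum pool and by -0.26 cycles in that CONV hippocampus pool, relative to the 4 others. In the BIF cortex at P20 the *Gapdh* CT moved by 0.43 cycles relative to the mean of the 4 other reference genes, which raises every gene by that amount. Which of the reference genes moved was not settled.

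More genes passed the threshold at P4 than later, and the cerebellum alone was tested as the source. Without it, 15 genes passed at P4 in the CONV pools, fewer than the 17 at P10, so for the CONV pools the higher number at P4 may come from the cerebellum alone. In the BIF pools 22 passed at P4 without it, still the most of the 3 ages.

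The test of CT values near the detection limit does not decide whether they account for the higher *Tnf* in the colonized pools, so the pattern cannot be told apart from them by it. The median *Tnf* CT of the GF pools was 34.9, and 8 of the 9 GF pools were at 33 or above, but low expression in GF would also give this. A limit at 35 makes differences smaller, and random scatter has no preferred direction. Genomic DNA in the RNA was also tested. Over the 27 pools, with the means of region and age removed, *Tnf* expression and the genomic DNA control CT had a Pearson r of -0.32 (permutation p = 0.149, adjusted p = 0.149 over 2 relations) and a Spearman rho of -0.34 (permutation p = 0.0746, adjusted p = 0.149). Single plates hold at most 4 pools, too few to repeat it within plates. The control was at the limit in 24 pools, so the relation rests on the other 3. Of the 8 colonized pools in which *Tnf* was up at P4 and P10, the control was at the limit in 7, so the DNA that it detects would not account for the rise in those 7. The remaining pool is the BIF P4 cerebellum, where the genes with high CTs as a group showed no sign of DNA and where *Tnf* was also up in the CONV pool, whose control was at the limit. Amounts of DNA too small for the control cannot be ruled out. When the exact test for *Tnf* was applied to each of the 88 genes, *Tnf* was the one gene for which GF gave the largest of the 27 values, against 3.26 genes by chance if genes were independent. The mean log2 difference of the next gene was 0.25.

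*Adcy8* was higher in both colonized P20 cortex pools, which could come from a low reading of the GF P20 cortex pool alone. After subtraction of *Gapdh*, that pool lay 2.07 cycles above the highest of the other 8 cortex pools, which spanned 0.83 cycles. Its CT was 31.09. With 1 reading of the gene in that pool, a low reading and low expression cannot be told apart.

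The BIF and CONV pools differed from each other by 1.5-fold or more in 25 gene values at P4, over the 3 regions. By the median distance over genes, the pool that lay farthest from the other 2 was GF in 3 of the 9 sets, BIF in 4 and CONV in 2.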
